# Exploiting single-cell expression to characterize co-expression replicability

**DOI:** 10.1186/s13059-016-0964-6

**Published:** 2016-05-06

**Authors:** Megan Crow, Anirban Paul, Sara Ballouz, Z. Josh Huang, Jesse Gillis

**Keywords:** Co-expression, Meta-analysis, RNA-seq, Single cell, Network, Normalization, Brain, Interneuron, Autism

## Abstract

**Background:**

Co-expression networks have been a useful tool for functional genomics, providing important clues about the cellular and biochemical mechanisms that are active in normal and disease processes. However, co-expression analysis is often treated as a black box with results being hard to trace to their basis in the data. Here, we use both published and novel single-cell RNA sequencing (RNA-seq) data to understand fundamental drivers of gene-gene connectivity and replicability in co-expression networks.

**Results:**

We perform the first major analysis of single-cell co-expression, sampling from 31 individual studies. Using neighbor voting in cross-validation, we find that single-cell network connectivity is less likely to overlap with known functions than co-expression derived from bulk data, with functional variation within cell types strongly resembling that also occurring across cell types. To identify features and analysis practices that contribute to this connectivity, we perform our own single-cell RNA-seq experiment of 126 cortical interneurons in an experimental design targeted to co-expression. By assessing network replicability, semantic similarity and overall functional connectivity, we identify technical factors influencing co-expression and suggest how they can be controlled for. Many of the technical effects we identify are expression-level dependent, making expression level itself highly predictive of network topology. We show this occurs generally through re-analysis of the BrainSpan RNA-seq data.

**Conclusions:**

Technical properties of single-cell RNA-seq data create confounds in co-expression networks which can be identified and explicitly controlled for in any supervised analysis. This is useful both in improving co-expression performance and in characterizing single-cell data in generally applicable terms, permitting cross-laboratory comparison within a common framework.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13059-016-0964-6) contains supplementary material, which is available to authorized users.

## Background

Biology has increasingly looked to relationships between genes to explain phenotypic variability. One way to determine these functional groupings is from transcriptional data; genes with similar expression patterns are thought to be involved in the same cellular pathway or function [1]. Networks derived from expression data have become an important resource in the interpretation of gene function [2] and disease [3]. Co-expression networks are built from an assessment of similarity, often correlation, between gene pairs across sources of variation (see Box 1 for more detail). For bulk RNA sequencing (RNA-seq) and microarray data, the sources of variation are manifold, and pinpointing driving factors has been challenging. For example, co-expression signals may be interpreted as reflecting compositional differences, such as varying proportions of underlying cell types within a tissue, or cell-state differences, like the circadian rhythm, or some combination of both, with data quality and technical variation further complicating interpretation (see Fig. 1).

**Fig. 1:**
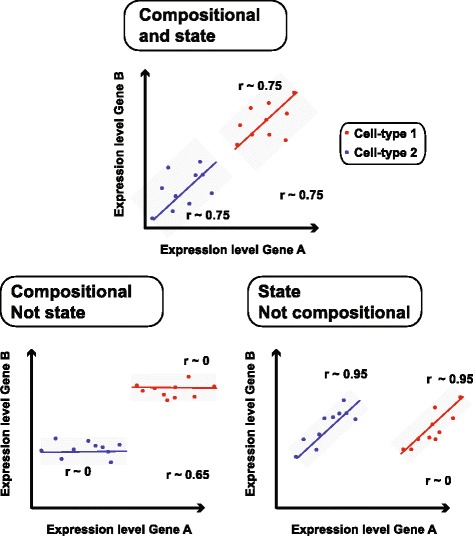
What lies beneath: co-expression can reflect different combinations of cell-state or compositional variation. Each *panel* shows a different scenario in which cell state and composition affect the expression of two genes (A and B), yielding different types of co-expression. Two cell types are colored in *red* and *blue*. In the *top panel*, both cell types have state-dependent variation that causes co-expression within each (r ~ 0.75). In addition, there is co-expression due to compositional variation (r ~ 0.75). In the *bottom left panel* only compositional variation is apparent (r ~ 0.65), there is no relationship between gene A and gene B within the cell types (r ~ 0). This is the opposite in the *bottom right panel*. Here, there is only variation within the cell types (r ~ 0.95) but no compositional effect across cell types (r ~ 0). The exact value the compositional correlations take would vary in real data since combinations of the underlying cell types would fill in intermediate points, but the three cases would still occur as described; other possibilities due to noise or other complex scenarios (e.g. Yule-Simpson effect) are also possible

Single-cell RNA-sequencing (scRNA-seq) data provide the opportunity to gain insight into expression heterogeneity at finer resolution. scRNA-seq has now been applied to many human and mouse tissue types at multiple stages of development, including the lung, spleen, brain, retina, embryonic stem cells, and lumbar dorsal root ganglia, among others [4–11]. Because the primary aim of many scRNA-seq studies is to determine novel, transcriptionally defined cell types, most computational work in this area has focused on unsupervised clustering and differential expression, techniques that are affected by the technical variability and low data coverage inherent to scRNA-seq (for review see [12]). Co-expression of scRNA-seq data remains relatively uncharted territory (although see [6, 10, 13–19]). The increased prevalence of single-cell data makes it possible to consider its co-expression properties in aggregate, where functional signals are most robust [20].

Here we have attempted the first major analysis of single-cell co-expression, including a meta-analysis of scRNA-seq expression, sampling from 31 individual studies comprising 163 individual cell types (Table 1). By comparing networks made from individual cell types to networks containing all of the cell types assayed within an experiment, we can assess the effects of cell-state and compositional variation on functional connectivity (where “functional” refers to known overlaps with gene sets defined to have a common function by the Gene Ontology [GO]). In addition, we compared single-cell data to 239 bulk RNA-seq experiments as an external control (Additional file 1: Table S1). From these data, we found that single-cell network connectivity is significantly predictive of function, particularly in aggregate, but is less likely to overlap with known functions than co-expression derived from bulk data. Most interestingly, assessing single-cell data in which cell type was held constant in each network (i.e. excluding compositional co-expression) showed little decrease in performance on this task, suggesting that gene sets varying from cell to cell within a cell type are similar to those that vary from cell type to cell type.

**Table 1:** Single-cell RNA-seq expression studies used for meta-analysis, sorted by GEO ID (GEO ID = Gene Expression Omnibus Identifier). Experiments were defined by unique GEO ID

First author	Year	Journal	GEO ID	Samples	Cell types
Deng	2014	Science	GSE45719	266	9
Streets	2014	PNAS	GSE47835	56	1
Treutlein	2014	Nature	GSE52583	184	6
Jaitin	2014	Science	GSE54006	12	1
Kim	2015	Cell Stem Cell	GSE55291	56	3
Biase	2014	Genome Research	GSE57249	40	1
Kowalczyk	2015	Genome Research	GSE59114	1933	12
Brunskill	2014	Development	GSE59127	86	1
Brunskill	2014	Development	GSE59129	49	1
Brunskill	2014	Development	GSE59130	57	1
Usoskin	2015	Nature Neuroscience	GSE59739	638	5
Sansom	2014	Genome Research	GSE60297	174	1
Zeisel	2015	Science	GSE60361	2975	7
Kumar	2014	Nature	GSE60749	415	4
Velten	2015	Molecular Systems Biology	GSE60768	100	3
Moignard	2015	Nature Biotechnology	GSE61470	15	1
Grun	2015	Nature	GSE62270	1154	12
Macosko	2015	Cell	GSE63472	8120	38
Li	2015	Cell Research	GSE63576	204	1
Lindeman	2015	Current Biology	GSE64960	67	1
Klein	2015	Cell	GSE65525	8649	6
Chen	2015	Developmental Cell	GSE66202	91	3
Du	2015	Thorax	GSE69761	148	1
Fuzik	2015	Nature Biotechnology	GSE70844	76	1
Shin	2015	Cell Stem Cell	GSE71485	167	2
Tasic	2015	Nature Neuroscience	GSE71585	1740	8
Burns	2015	Nature Communications	GSE71982	278	13
Gaublomme	2015	Cell	GSE74833	722	13
Kimmerling	2015	Nature Communications	GSE74923	178	2
Hanchate	2015	Science	GSE75413	84	4
Fan	2016	Nature Methods	GSE76005	65	1

To complement this analysis, we performed our own technically controlled scRNA-seq experiment using genetically targeted interneuron classes to further interrogate data features and analysis practices that contribute to functional connectivity in co-expression networks. Chandelier cells and parvalbumin-positive fast-spiking basket cells were prepared in a series of batches of 16 cells to generate co-expression networks for each [21]. This allowed us to take the same meta-analytic approach we took to cross-laboratory comparison to characterization of technical properties within our data by performing a meta-analysis across batches. We focused on the principal source of variation reported on in MAQC-III, library preparation, which was done independently for each batch [22]. In addition, because normalization plays a critical role in technical assessment, we used varietal tags [23] (similar to unique molecular identifiers [UMI]) to measure discrete expression values. We then assessed a number of approaches for parsing the data, attempting to sample from fundamental statistical methods whose results are highly likely to generalize to new approaches and whose output is readily interpretable and robust (i.e. not prone to overfitting).

This strategy proved successful as we were able to delineate straightforward heuristics to inform the design and interpretation of scRNA-seq co-expression analysis. In short, we found that the use of raw or batch-corrected UMI data and post-co-expression network standardization provided the highest degree of network replicability, semantic similarity among top connections, and overall functional connectivity. However, we found that gene expression levels within these networks were highly predictive of node degree and functional connectivity, which led us to propose control experiments, like the use of expression-matched control gene sets, to assess performance specificity. This finding further allowed us to tunnel into the known dependency of network performance on node degree [24], which we reproduced in this analysis of bulk and single-cell data. Based on this, we made the prediction that previous claims about age-related co-expression specificity of autism candidate genes using the BrainSpan RNA-seq data [25] may benefit from control for the possibility of differential expression across the same data. Indeed, we found evidence that variation in autism gene connectivity was predicted by expression level, with the highest performance and expression in pre-natal networks, but the highest dependency on this potential confound within post-natal networks.

Our results have a number of direct implications for single-cell analysis and co-expression more generally:

- Where co-expression can be explained by simpler effects, it is important to do so. Expression level dependence should be a default control for all co-expression analyses.
- Normalization of data is not independent of the use to which that data will be put. In particular, sample normalization which is helpful for differential expression may be damaging for co-expression. As in expression-level dependence, single-cell data offer particular clarity on the role of these effects.
- Compositional co-expression likely overlaps with state co-expression. Whether this is because our knowledge of gene function is not yet cell type-specific or because co-expressed genes form similar functional units across cells or cell types is a question of importance for future biological research.

While our analysis suggests technical concerns will be critical to the interpretation of scRNA-seq co-expression for some time, careful experimental design and analysis choices, such as the inclusion of replicates and testing for technical confounds, can overcome these issues and open new avenues for biological research.

## Results and discussion

### Meta-analysis of scRNA-seq co-expression

Co-expression networks have been used to provide important clues about the cellular and biochemical mechanisms that may be active in normal and disease processes. An outstanding question in the characterization of co-expression is the relative importance of variable sample composition in real terms (e.g. the proportion of neurons vs. glia in a brain sample) versus variability in cell state (e.g. the engagement of different molecular players throughout the phases of the cell cycle). The increasing availability of scRNA-seq data allows us to answer this question by comparing networks built from specified cell types, which should have only state-dependent co-variance, to networks built from ensembles of different cell types from the same experiment (Fig. 1). These pseudo-composite networks would have similar technical properties to the individual cell-type networks but would contain compositional variation in addition to state variation. Comparing these in meta-analysis across many experiments that use different biochemical and informatics protocols allows us to draw conclusions that are likely to generalize rather than being specific to any one technology or analysis practice.

Using a neighbor-voting algorithm in cross-validation we assessed the connectivity of a representative subset of GO functions (GO slim) in all networks. In essence, the algorithm predicts a gene will have a given function based on the proportion of its connectivity to genes that already have that function (i.e. the sum of the gene’s edge weights within the function divided by the gene’s node degree). This can then be assessed for correctness by holding back some functional labels, as is conventional in cross-validation. A network’s performance is the average score for each GO function and is reported as the area under the receiver operating characteristic curve (AUROC). The intuitive interpretation of the AUROC score is the probability that we would be right about classifying genes as belonging to a particular GO function or not. Our lab has done extensive testing and benchmarking of this algorithm against both more sophisticated machine learning methods, and using varying methods for network generation (e.g. partial correlation, mutual information, etc.), and found that results were robust [21, 26]. This gives us confidence that the approach is likely to generalize. Results from our single-cell analysis are discussed in more detail in the following sections.

#### Single-cell co-expression exhibits lower functional connectivity than that derived from bulk data

scRNA-seq co-expression network performance has not previously been assessed, so to benchmark functional connectivity of single-cell networks, we first compared them to bulk RNA-seq co-expression networks where there is a prior expectation that networks built from 15 or more samples should show some non-random performance in predicting GO functions (i.e. they should have AUROCs >0.5, see [21] for more detail). We parsed data from 31 individual scRNA-seq studies into 163 cell types comprising 28,799 samples in total and 239 bulk RNA-seq experiments of similar sample sizes (Table 1 and Additional file 1: Table S1, and details in “Methods”). Signed, weighted networks were built for each cell type and for each bulk RNA-seq experiment by taking the Spearman correlation of all genes, then rank standardizing correlations between 0 and 1, which is a method to reduce the impact of experiment-specific factors such as outlier samples which could alter the correlation distribution between gene pairs substantially, but would have much less impact on their relative ranking. This produces networks in which each gene has a degree of connectivity with each other gene (i.e. a fully connected network); the higher the correlation between a gene pair, the higher the weight on their connection. Notably, individual single-cell networks had lower performance than bulk networks (Fig. 2a, mean sc AUROC = 0.56 +/– 0.002 SEM (used throughout), mean bulk AUROC = 0.60 +/– 0.002, *p* <2^–16^ Wilcoxon rank sum test, n = 163, = 239), indicating that the greater homogeneity of the single-cell data does not necessarily improve functional precision of co-expression networks.

**Fig. 2:**
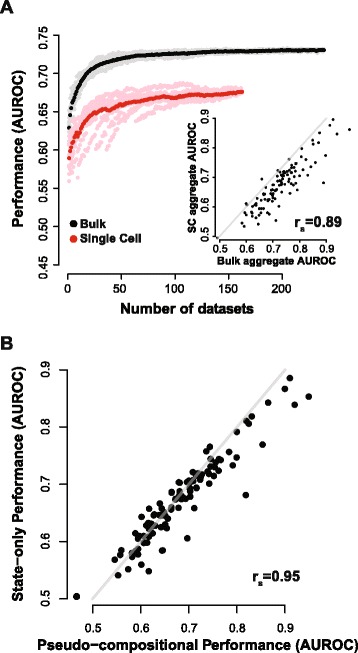
scRNA-seq networks have lower functional connectivity than bulk RNA-seq networks and state-driven performance is highly correlated with compositional performance. **a** Individual bulk and scRNA-seq networks were aggregated ten times in random order by averaging rank co-expression values, then re-ranking the resulting network. Receiver operating characteristic (ROC) scores for GO slim categories were calculated as each additional network was added. Individual runs are shown in *gray* (bulk) and *pink* (sc), and means are shown in *black* and *red*. Performance rises with aggregation for both bulk and sc networks, but sc networks have much lower baseline functional connectivity. *Inset:* Aggregate single-cell network (163 cell types) GO slim AUROCs are plotted against those of the aggregate bulk network (163 experiments). Performance is strongly correlated (r = 0.89) but is consistently lower in the single-cell aggregate. **b** Aggregate cell-type network GO slim AUROCs are plotted against those of the pseudo-compositional aggregate network. Performance is strongly correlated

Some of the power of meta-analysis comes from the ability to summarize data from multiple sources using a common analytic framework. In our case, this takes the form of network aggregation, where individual networks are combined to form an aggregate network [20, 21, 27]. We add networks one by one, permuting the order of combination through multiple runs, which allows us to measure the dependence of aggregate network performance, and variation in performance, on the number of experiments. For both bulk and single-cell networks, aggregation was repeated ten times and GO slim performance was assessed after each additional network was added (Fig. 2a); comparisons between bulk and single-cell aggregates were made using 163 datasets in each. As expected, aggregation improves performance for bulk networks (mean individual network AUROC = 0.60 +/– 0.001, aggregate AUROC = 0.73). Interestingly, aggregation also improves performance for single-cell networks, which indicates that there is replicable co-expression across diverse cell types (mean individual network AUROC = 0.56 +/– 0.002, aggregate AUROC = 0.68). AUROC scores are consistently lower in the single-cell aggregate than in the bulk aggregate, though performance across GO slim categories is well correlated (r_s_ = 0.89) (inset Fig. 2a). The use of another publicly available gene function prediction algorithm, GeneMANIA [28], yielded similar results (bulk aggregate AUROC = 0.70, sc aggregate AUROC = 0.61, GO slim performance correlation r_s_ = 0.74), indicating that this is a general property of the data, rather than being specific to our network analysis algorithm (Additional file 2: Figure S1).

Although single-cell networks have lower performance than bulk networks, their variation in performance is similar, with some exceptions (Additional file 2: Figure S1). We also find that variation is positively correlated with performance (Additional file 2: Figure S1). One possibility to account for this reduced performance is that single-cell co-expression aligns less with known biology due to some greater specificity; alternatively, it could reflect technical 1artefacts within single-cell data, such as batch effects or incomplete transcriptome coverage. We explore both possibilities in our own experiments below (see “Assessing practices affecting co-expression replicability and functional connectivity”).

#### Compositional variation does not add functional signal on top of that due to cell-state variation

The striking overlap between single-cell and bulk data in overall functional performance trends suggest a potential overlap between cell-state and compositional co-expression, the latter being likelier to occur in bulk data. To unravel these potential influences in driving functional connectivity within co-expression, we went on to generate pseudo-compositional scRNA-seq networks. These were built by taking Spearman correlations of all genes and all samples within an individual scRNA-seq study (including across cell types), then rank standardizing correlations between 0 and 1. Next, pseudo-compositional networks were aggregated and GO slim performance was compared to that of the cell-type aggregate. Interestingly, cell-type networks performed almost identically to pseudo-compositional networks (Fig. 2b), suggesting that compositional variation does not provide excess functional signal to cell-state variation (e.g. as in the top panel of the schematic, Fig. 1). This is further underscored by the lack of excess variation when comparing the standard deviation in performance across cell-type and pseudo-compositional networks; cell-type data are not visibly providing outlier functionality for networks from specific cell types (Additional file 2: Figure S1).

In sum, we find that single-cell networks have lower functional connectivity than bulk RNA-seq networks, likely due to the same technical issues that have been discussed in other contexts [29–33] and which are inherent to current scRNA-seq protocols (e.g. incomplete transcriptome coverage). In addition, it appears that variation in cell state alone is sufficient to produce functional signal within scRNA-seq networks and likely overlaps with variation across cell types. Because many single-cell studies are using their data to investigate cell state, our finding that known co-expression remains robust within data of constrained variation (e.g. single cell type) suggests that this may be a useful means of benchmarking the impact of technical effects. That is, we expect a known co-expression signal even in data that samples from previously unseen sources of variability and so we can assess methodological impacts even in wholly novel data. In the following section, we apply this approach to determine data features and analysis practices that contribute to functional connectivity in co-expression networks.

### Assessing practices affecting co-expression replicability and functional connectivity

Our meta-analytic results provided a functional connectivity benchmark for single-cell co-expression. Although co-expression replicated across networks, individual network performance was moderately variable (standard deviation in GO slim performance = 0.022, ~1/3 of AUROC above the null) and was not obviously predicted by sample size (r_s_ = 0.11), with the exception that very large experiments (>1000 samples) tended to have lower performance (mean AUROC of small experiments = 0.56 +/– 0.0001, mean AUROC large experiments = 0.5 +/– 0.02). Many technical and biological features vary across datasets, so to investigate the factors that might contribute to this variation with greater precision, we performed our own technically controlled scRNA-seq experiment. We profiled genetically targeted Chandelier cells (ChC) and parvalbumin-positive fast-spiking basket cells (Pv), two GABAergic interneuron types that are known to show some overlap and heterogeneity [34], making their characterization non-trivial but also a real use-case within randomly sampled data. 

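Chandelier cells contact the axon initial segment of pyramidal neurons, and fast-spiking basket cells contact their cell bodies. ChC were labeled in the *Nkx2.1*-CreER line and Pv cells in the *Pv*-ires-Cre line, both crossed to a red fluorescent reporter, and single labeled cells were collected by hand. The 8 library batches held 16 cells each. ChC batches 1 and 2 came from animal 1 and batches 3 and 4 from animal 2, and Pv batches 5 and 6 came from animal 3 and batches 7 and 8 from animal 4. All 4 mice are labeled as female. Each cell type came from a mouse line of its own and was sequenced on a flow cell of its own, so cell type, line and flow cell cannot be separated in this design.

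The authors aligned the poly(A)-primed reads to the mm9 genome with Bowtie, counted reads on the same gene with the same varietal tag once, and deposited these counts without normalization for 27207 transcripts carrying 23335 gene names, of which 16531 had any count. Here the mean was taken over the transcripts of a gene for the networks, as the paper's methods state. Totals, thinning and expression tests used the transcript with the most UMI of each gene, a choice made after the counts were seen. By that count the ChC batches held 448121, 556405, 2460679 and 1123083 UMI, and the Pv batches held 392580, 430860, 316540 and 797177 UMI. The median cell held 33244 UMI in ChC (range 903 to 515374) and 23248 UMI in Pv (range 2000 to 93438). Within a batch, the deepest cell held between 7.48 and 110 times the UMI of the shallowest. The batch served as the replicate, as in the paper. Because an animal gave a pair of batches, the comparisons of UMI and CPM networks by node degree and in the lowest decile of expression were repeated over the 4 animals, where the smallest p that a two-sided exact sign-flip test can give is 0.125.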

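Genes that bear on the labels of the cells were examined as CPM of a batch with edgeR's TMM scaling between batches, with 4 batches per cell type. *Pvalb*, which encodes parvalbumin and lies on chromosome 15 of mm9 from 78021548 to 78034586 on the minus strand, was at 1059 ± 540 (SD, n = 4) in Pv batches and 141 ± 46.7 (SD, n = 4) in ChC batches. The lowest Pv batch, at 484, lay above the highest ChC batch, at 193. With the UMI summed per animal, the log2 fold change of ChC over Pv cells was -2.98 (standard error 0.59, adjusted p = 0.582 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over 9681 genes). With each animal left out in turn it stayed between -3.49 and -2.60. The adjusted p for *Pvalb* was 0.00407 with no filter on low counts and 0.0132 without animal 4. It was 0.0763, 0.183 and 0.215 without animals 1, 2 and 3, 0.0538 with DESeq2 and 0.0803 with batches as samples. *Nkx2-1*, which gave the ChC line its driver and lies on chromosome 12 from 57632924 to 57636093, was at 72.3 ± 6.49 (SD, n = 4) in ChC and 48.0 ± 27.7 (SD, n = 4) in Pv batches, a difference within the spread of the Pv batches. *Slc32a1*, which encodes the vesicular GABA transporter (chromosome 2, 158436494 to 158441483), was at 2252 ± 494 (SD, n = 4) in ChC and 2195 ± 1061 (SD, n = 4) in Pv batches, and *Gad1* (chromosome 2, 70400221 to 70440069) at 1266 ± 674 (SD, n = 4) and 1495 ± 986 (SD, n = 4). *Gad2* (chromosome 2, 22477847 to 22549397) was at 667 ± 338 (SD, n = 4) in ChC and 217 ± 211 (SD, n = 4) in Pv batches, with an adjusted p of 0.847 from the same test over animals. *Xist*, which is transcribed from the inactive X chromosome of females (X, 100655712 to 100678572), was found in 7 of the 8 batches at between 121 and 1040 CPM. In batch 6 none of the 15 cells had a *Xist* UMI, where the 430860 UMI of the batch allow up to 6.96 CPM of the batch total, without scaling between batches.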

Samples were prepared in known batches of 16 cells and we took advantage of varietal tag technology (similar to UMI) to measure discrete expression values [23] (sample details can be found in Additional file 3: Table S2). This experimental design allowed us to take a similar meta-analytic approach to that used in the previous section, but in this case treating each batch, rather than each cell type, as a replicate experiment. We aimed to test the impact of standardization, expression level, and drop-outs as these are the main features likely to have an impact, based on previous expression quality control [22] and single-cell analysis [29, 30, 35]. To do this we generated co-expression networks for each batch after varying the input data as specified (see Table 2), made aggregates for each input variant, then compared them to both known information (GO functions), described in “Characterization with respect to previously known function,” and for topological properties, described in “Characterization with respect to topology.” 

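Networks were built here for each batch from Spearman correlations of all 23335 genes over the cells of the batch. The input was the UMI, the UMI divided by the cell total (CPM), or the UMI reduced to detected and not detected (binary). For the pairwise networks, each correlation of UMI or CPM was taken over the cells in which both genes were non-zero, with a minimum of 2 such cells. A gene without any UMI in a batch has no defined correlation there, and between 64.7% (batch 3) and 81.4% (batch 5) of the gene pairs of a batch were undefined. These were set to a correlation of 0 before ranking, as a reading of the paper's methods. Correlations were then ranked with ties at their average rank, divided by the number of gene pairs, and averaged over the 8 batches. A second reading, in which undefined correlations take a rank of 0, was set before the data were examined as an alternative for the ratio of the aggregate SD to random and for node degree in batch networks. For these it is given wherever it changes a value by more than the spread between batches. For the correlation between batch networks it was added after the data were seen, and for overlaps of top connections, node degree in aggregates and gene families it was not run. For values that exist only for an aggregate, the SD between batches was taken from the jackknife pseudo-values with each batch left out in turn. The functional tests of the paper use lists of GO terms and were not recomputed here.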

All assessments are summarized in Table 3.

**Table 2:** Network variations used for technical assessment. NB: for all networks undefined correlations are set to 0

Network	Method	Property tested
UMI	• Spearman correlation of UMI data to make a network for each batch • Batch networks are rank standardized then aggregated	Do UMI expression estimates produce functional co-expression?
CPM	• Spearman correlation of CPM normalized data to make a network for each batch • Batch networks are rank standardized then aggregated	What types of artifacts can sample standardization introduce?
Batch-affected	• Spearman correlation across all samples using UMI data • Rank standardization	What impact does co-variation across batches have?
Binary expression	• All non-zero values are set to 1 • Spearman correlation to make a network for each batch • Batch networks are rank standardized then aggregated	How informative is gene representation?
Combat	• UMI data is log2 transformed then Combat is run for each celltype (ChC and Pv) • Spearman correlation to make a network for each cell type • Aggregate is made from the addition of rank-standardized ChC and Pv networks	Do methods for removing batch effects alter co-expression?
Removal of unwanted variation (RUV)	• UMI data is log2 transformed then RUV is run for each cell type (ChC and Pv) using ERCC spike-ins as control genes • Spearman correlation to make a network for each cell type • Aggregate is made from the addition of rank-standardized ChC and Pv networks	What are the combined influence of batch correction and ERCC-based normalization?
UMI excluding zeroes	• All zeroes are set to NA • Networks are made for each batch using pairwise Spearman correlation • Batch networks are rank standardized then aggregated	How does removing zeroes alter network topology and performance?

**Table 3:** Methods used to assess co-expression networks

Assessment	Property tested	Method and interpretation
Co-expression performance	Functional connectivity of each GO group	• Neighbor voting for GO functions, threefold cross-validation
		• AUROC >0.5 means the genes within the GO group have greater connectivity than may be expected by chance
Within-network semantic similarity (thresholded)	Functional connectivity of the network	• Number of GO functions in common among top 1 % of network connections
		• A higher value indicates greater functional similarity among top connections
Between-network similarity (thresholded)	Topology	• Jaccard index (intersect/union) over top 1 % connections
		• Values closer to 1 imply greater similarity between networks
Co-expression performance after aggregation	Replicability of functional connectivity	• Neighbor voting for GO functions as datasets are added together to form aggregate networks
		• Improvement with aggregation suggests specific replicability of functional connections
Aggregate connectivity distributions	Replicability of topology	• Rank standardized networks (with uniform distributions) are added together to form an aggregate network, then the standard deviation across all co-expression values is measured
		• Higher variance indicates greater replicability of topology among networks

#### Characterization with respect to previously known function

For differential expression, it is standard to perform sample-level standardization to ensure that technical factors, like sequencing depth, do not obscure class differences. UMI data are typically standardized by dividing the count of the number of molecules by the total count per sample, then multiplying by a large number (sometimes called TPM or CPM for “counts-per-million” normalization) [7]. One aspect of this that is important for co-expression is that it renders the data compositional in a mathematical sense: each gene’s expression level is really a fraction of the total. This could be problematic for co-expression analysis because it induces unintended co-variation, particularly among low expressing genes. 

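The size of this effect was measured in each batch as the mean Spearman correlation of the gene pairs within each decile of mean UMI, over genes detected in at least 2 cells of the batch. In the lowest decile, the mean correlation was 0.105 ± 0.0365 (SD, n = 8 batches) for UMI and 0.0927 ± 0.0297 (SD, n = 8) after division by the cell total. CPM lay below UMI in 8 of 8 batches, by a mean of -0.0126 ± 0.00932 (SD, n = 8; two-sided exact sign-flip permutation test over batches, p = 0.00781, the smallest that 8 batches allow). In the highest decile the mean correlation was 0.847 ± 0.112 (SD, n = 8) for UMI and 0.0456 ± 0.0333 (SD, n = 8) for CPM. CPM was below UMI in all 10 deciles in every batch. Each p was 0.00781 before and after Benjamini-Hochberg adjustment over the 10 deciles.

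To see what division adds to counts unrelated to the cell totals, the UMI of each gene were permuted over the cells of the batch. This removes any shared variation, including the link of counts to cell totals. The permuted UMI were then divided by the observed cell totals. After this permutation, CPM exceeded UMI by 0.000528 in the lowest decile, by 0.0687 in decile 5 and by 0.370 in the highest decile. The alternative that moved the difference in the lowest decile most was thinning each cell to 10000 UMI in place of division, which gave a mean difference from UMI of -0.0656 (exact sign-flip permutation test, p = 0.0313).

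**Figure D1:**
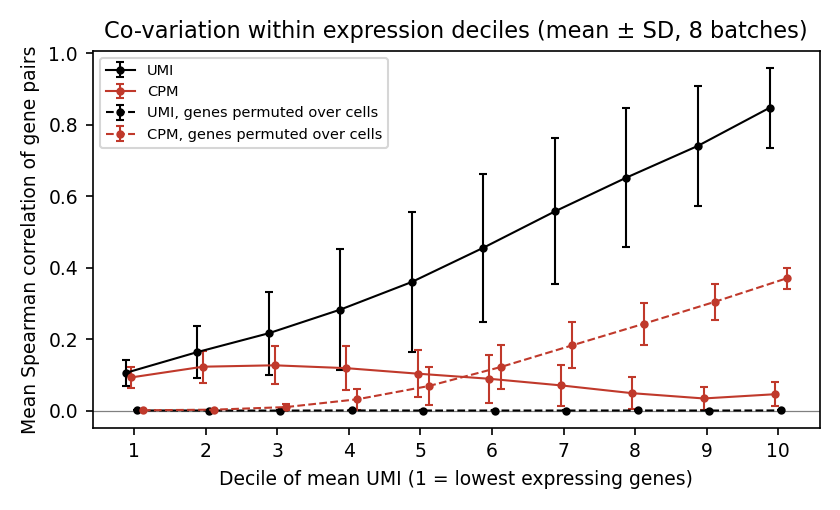
Mean Spearman correlation (vertical axis, no unit) of gene pairs within each decile of mean UMI (horizontal axis, 1 for the lowest expressing genes), for UMI (black) and CPM (red), as deposited (solid lines) and after permuting each gene over the cells of its batch (dashed lines). Points are means and bars SDs over the 8 batches. UMI rises from 0.105 to 0.847 across deciles while CPM stays between 0.0337 and 0.127, and the permuted CPM values rise to 0.370.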

To investigate the functional consequences of this for co-expression analysis, we again did a similar aggregation procedure for our eight batches using either standardized (CPM) data or unstandardized (UMI) data, then used neighbor voting in cross-validation to test the connectivity of GO slim gene sets. Similar to our meta-analysis results, GO slim performance was fairly low (mean AUROC UMI = 0.54 +/– 0.002, mean AUROC CPM = 0.54 +/– 0.001) but did rise with aggregation (UMI = 0.56, CPM = 0.55) suggesting replicable functional connectivity among batches (Fig. 3a). UMI networks had higher performance both for GO slim and also for a gene set of specific functional relevance to our data, post-synaptic proteome genes (inset Fig. 3a, mean AUROC UMI = 0.73 +/– 0.004, mean AUROC CPM = 0.69 +/– 0.005, see [36] for PSD gene list).

**Fig. 3:**
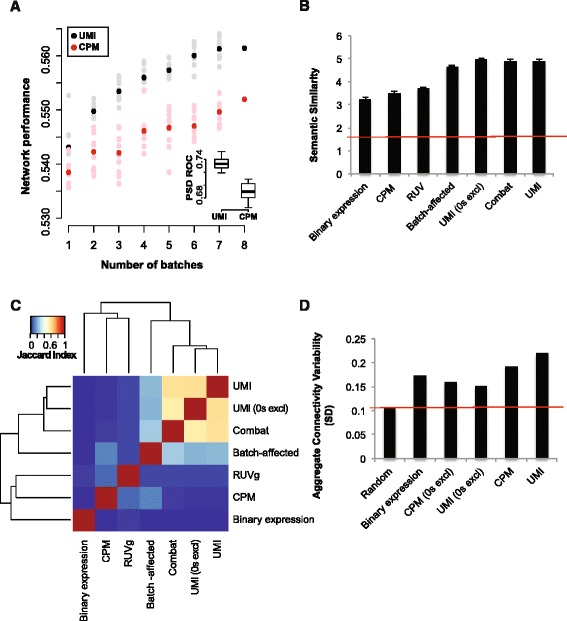
Comparative network analysis shows higher functional connectivity, semantic similarity, and convergent co-expression of UMI-based aggregates. **a** For each batch network, functional connectivity was benchmarked against 108 GO slim categories then networks were randomly selected and aggregated ten times. Networks built from raw UMI data are shown in *black* and count-per-million (CPM) standardized data are shown in *red*. As in our meta-analysis of single-cell networks, performance rises with aggregation, indicating an overlap in functional signal among networks. CPM networks have significantly lower functional connectivity than UMI networks (mean UMI = 0.54 +/– 0.002, mean CPM + 0.54 +/– 0.001, *p* <0.05 Wilcoxon rank sum, n = 8). *Inset: Boxplot* of synaptic gene performance for UMI and CPM networks. Though mean GO slim performance is modest, connectivity of this functionally relevant gene set is high (mean UMI = 0.73 +/– 0.004, mean CPM = 0.69 +/– 0005). **b** Semantic similarity of top 1 % network connections assessed by the number of shared GO functions. The *red line* indicates mean semantic similarity of all genes. Lower semantic similarity is observed for CPM, removal of unwanted variation (RUV), and binary expression aggregates compared to UMI-based networks. **c** *Plot* shows pairwise comparisons of top 1 % network connections based on the Jaccard index. UMI-based networks are more similar to one another than to CPM, RUV, and binary expression networks. **d** Standard deviation of aggregate co-expression values, *red line* marks the amount of variance expected by chance. All aggregates are more variable than random, indicating the presence of replicable co-expression among individual networks

To begin to explore the impacts of other technical factors on connectivity (outlined in Table 2), we compared the semantic similarity of the top 1 % of connections across the genes common to all networks. Semantic similarity assessment is useful in this scenario as it provides a robust, single value per network across all functions [20]. Similar to what we observed with the whole network functional connectivity assay, the top 1 % of connections in the UMI aggregate have higher semantic similarity than those of the CPM aggregate (mean UMI = 4.90 +/– 0.058, mean CPM = 3.52 +/– 0.054). As might be expected, binary aggregates, which have the least information about expression variation, showed the lowest semantic similarity among the top 1 % of connections (Fig. 3b, mean = 3.26 +/– 0.054 overlapping GO functions). By contrast, UMI networks with zeroes excluded showed semantic similarity extremely similar to UMI networks with zeroes included (mean UMI zeroes excluded = 4.97 +/– 0.058 vs. mean UMI 4.90 +/– 0.058). Because excluding zeroes will preferentially impact low-expressing genes, this suggests they play little aggregate role in the functional connectivity of the network. This is reinforced by the lower performance of the binary aggregate, where high-expressing genes will show little variation and therefore little connectivity. We focus more specifically on the role of expression in network topology and function below (see “Identifying and controlling for expression level confounds in co-expression network analysis”).

Another interesting result concerned the effects of batch correction. Though meta-analysis of co-expression across batches is one method to reduce the influence of technical factors (i.e. merging networks), in other instances, researchers may wish to correct for technical factors directly by using batch correction algorithms (i.e. merging data). To test the effects of two well-known methods, we performed batch correction for each cell type using Combat [37], an empirical Bayes method of data adjustment that requires knowledge of batches, as well as RUV [38], which uses factor analysis to estimate batch effects based on data properties and can also incorporate known control genes (in our case, ERCC spike-ins) to normalize data. 

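Combat from the sva package was run here for each cell type on log2(UMI + 1), with the 4 library batches of that cell type as the known batches, over the 3924 genes that were non-zero in more than 50% of both ChC and Pv cells. A network was built from the corrected cells of each type, and both were averaged. The batch-affected network was a single network over the same genes, with each correlation taken over all 126 uncorrected cells together, as in Table 2. RUV was not analysed here, since no spike-in counts were used.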

Following this, batch-corrected cell-type networks were aggregated. Notably, Combat corrected UMI data showed much higher semantic similarity among top connections than RUV corrected data (Fig. 3b, mean Combat = 4.90 +/– 0.058, mean RUV = 3.72 +/– 0.055). Furthermore, comparison of the distribution of connections indicated no significant differences between Combat, UMI, or UMI excluding zeroes (*p* >0.2 for all comparisons, Kolmogorov-Smirnoff test); however, a significant difference was found between these and the distribution of connections from the batch-affected network despite having similar aggregate semantic similarity (Fig. 3b, mean batch affected semantic similarity = 4.67 +/– 0.058, *p* <1E-3 for all pairwise comparisons, Kolmogorov-Smirnov test). Indeed, all other networks exhibited distributions that were distinctive (all other pairwise comparisons *p* <1E-3, Kolmogorov-Smirnoff test).

#### Characterization with respect to topology

Next, we aimed to characterize networks in an unsupervised way, without relying on the GO to determine functional overlaps. We did this in two ways, the first of which was to threshold networks at 1 % and perform pairwise comparisons of gene-gene connections using the Jaccard similarity index (JI), where 0 indicates no overlap and 1 means perfect overlap (Fig. 3c). The results of this assessment were strongly concordant with our previous observations. As with the semantic similarity test, we found that the top 1 % of connections from UMI, UMI excluding zeroes, and Combat-corrected networks had the highest degree of overlap (JI >0.5 for all pairwise comparisons), and that the binary aggregate was the most dissimilar from all other networks (JI <0.03 for all pairwise comparisons). 

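Top connections were taken here as gene pairs with a standardized rank above 0.99 in an aggregate, which gave 76970 of the 7696926 pairs among 3924 genes. A random draw of as many pairs gives an expected JI of 0.00503. The JI was 0.621 between UMI and Combat-corrected networks (SD between batches 0.201, range 0.555 to 0.639 with each batch left out). It was 0.590 between UMI and UMI excluding zeroes (SD 0.135, range 0.551 to 0.607), and 0.527 between UMI excluding zeroes and Combat (SD 0.0952, range 0.484 to 0.528). Of the alternatives, Combat adjusting means only moved the overlaps with Combat most, to a JI of 0.379 for UMI and 0.340 for UMI excluding zeroes. The overlap of UMI and UMI excluding zeroes moved most with networks built on the filtered genes only, to 0.672. The binary aggregate shared 6636 top connections with the CPM aggregate, a JI of 0.0450 (SD 0.0467, range 0.0434 to 0.0636). With the other 4 networks it shared between 28 and 140 connections, and the JI lay between 0.000182 and 0.000910, under the value for random draws.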

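Among networks without batch correction, the UMI aggregate shared 2112 top connections with the CPM aggregate, a JI of 0.0139 with an SD between batches of 0.00649. With the top 5% of connections in place of the top 1%, this JI was 0.0462. The UMI and binary aggregates shared 48 top connections, a JI of 0.000312 with an SD between batches of 0.00334.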

Interestingly, this analysis provided further insight into the effect of RUV correction using ERCC spike-ins, which had the highest similarity to the CPM aggregate (JI_RUV-CPM_ = 0.1, all others <0.06), as well as higher similarity to the UMI aggregate than the Binary and CPM networks do (JI_RUV-UMI_ = 0.06, JI_CPM-UMI_ = 0.03, JI_Binary-UMI_ = 0.01). This suggests that RUV has some positive batch-correcting effects (similar to Combat) but these are offset by the negative compositional effects caused by ERCC-dependent normalization. In addition to the aggregate assessment, we also tested the individual cell-type networks, with similar results.

For our final test, we took advantage of our experimental design to describe the replicability of network co-expression distributions, considering each batch network as a replicate. This was done by comparing the standard deviation of aggregate co-expression distributions to the distribution of a randomly permuted null aggregate (Fig. 3d). 

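The random aggregate here was the average of 8 independent uniform rankings, which has an SD of 0.102. A second null, set before the data were examined, permuted each batch network over its gene pairs while keeping its tied ranks. With a majority of pairs in each batch undefined and tied, this null had a lower SD, of 0.0780 for UMI and 0.0729 for binary networks.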

Because each of the individual networks is rank-standardized to a uniform distribution, we can determine the replicability of co-expression—whether particular gene pairs are highly ranked in each replicate network—simply by assessing the standard deviation of the connectivities in the aggregate network. Under the assumption of independence between networks, the aggregate co-expression distribution is the convolution of the (uniform) co-expression distributions of the underlying networks. Greater replicability among batches will yield a wider distribution than would be expected by chance. Note that replicability cannot be comparably assessed for the batch-corrected data because their aggregates do not treat each batch independently. To determine the relative contribution of replicability across the zero and non-zero values of the networks, we compared the distribution of aggregates built from binary data to those built from pairwise correlations excluding zeroes and from all data. As expected, binary and pairwise aggregates showed lower variation than full networks as they contain only a fraction of the signal (Fig. 3d). Furthermore, all aggregate distributions have higher standard deviations than random, indicating a greater degree of replicability than might be expected by chance (binary and pairwise variation ~1.4–1.6-fold above random, CPM 1.8-fold, and UMI 2.1-fold).

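The aggregate SD was 0.136 for UMI, 0.0993 for binary data and 0.0939 for UMI excluding zeroes. For CPM it was 0.0812, and for CPM excluding zeroes 0.0686. Both UMI variants that hold part of the data thus had a lower SD than the full UMI network, and CPM excluding zeroes a lower one than CPM, while the binary aggregate had a higher SD than the CPM aggregate. Paired over the same batches, the ratio of the SD to random was 0.357 higher for UMI than for binary networks (SD between batches 0.202, n = 8, range 0.277 to 0.358 with each batch left out) and 0.410 higher than for UMI excluding zeroes (SD 0.0898, range 0.365 to 0.400). It was 0.124 higher for CPM than for CPM excluding zeroes (SD 0.0420, range 0.116 to 0.134) and 0.178 higher for binary networks than for CPM (SD 0.163, range 0.115 to 0.176).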

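Against the uniform null, the ratio of the aggregate SD to random was 1.33 for UMI (SD between batches 0.341, n = 8, range 1.20 to 1.33 with each batch left out), 0.973 for binary networks (SD 0.234, range 0.898 to 0.985) and 0.796 for CPM (SD 0.0848, range 0.777 to 0.809). It was 0.920 for UMI excluding zeroes (SD 0.339) and 0.672 for CPM excluding zeroes (SD 0.112). The ratio for UMI exceeded that for CPM by 0.534 (SD between batches 0.259, n = 8, range 0.419 to 0.519 with each batch left out). Against the null that keeps ties, all 5 ratios were above 1, at 1.74 for UMI, 1.04 for CPM, 1.36 for binary, 1.64 for UMI excluding zeroes and 1.05 for CPM excluding zeroes. The alternative that moved most of these values furthest gave undefined correlations a rank of 0. Under it the ratios to the uniform null were 1.97 for UMI, 1.77 for CPM, 1.57 for binary, 1.28 for UMI excluding zeroes and 1.39 for CPM excluding zeroes. When the ranks of defined pairs were made random under that setting, 99.8% of the aggregate SD remained for CPM, 96.5% for binary and 89.3% for UMI networks. With each cell thinned to 10000 UMI, the ratio for UMI to the uniform null was 0.632. The null that keeps ties was not run for thinned networks, so whether this width is below chance was not tested. From widths above random in all aggregates, the paper reasons that co-expression replicates between batches more than chance would give.

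**Figure D2:**
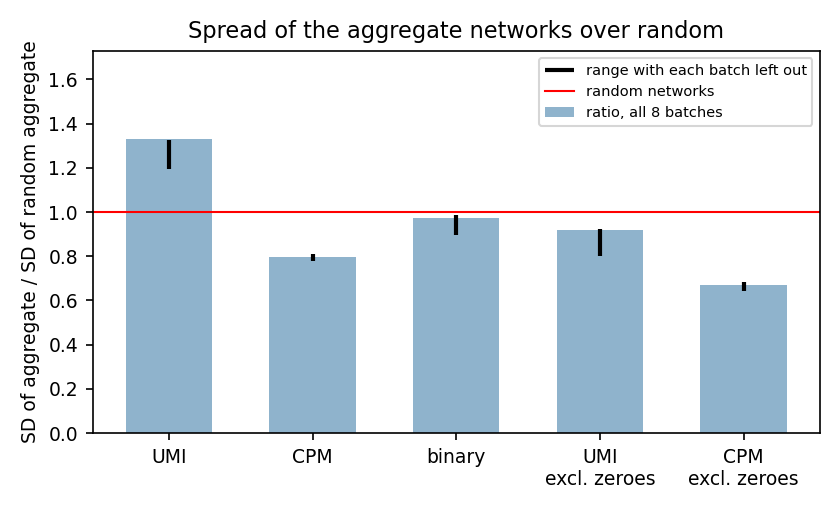
Ratio of the SD of the aggregate network to that of random networks (vertical axis, no unit) for 5 inputs, with undefined correlations set to 0 before ranking. Bars show all 8 batches and start at 0, black lines the range with each batch left out in turn, and the red line random networks at a ratio of 1. UMI stands at 1.33, and the other inputs lie between 0.672 and 0.973. The random networks of the red line have no ties. Against the null that keeps ties, which is not drawn, all 5 ratios are above 1, between 1.04 and 1.74.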

Our combination of functional and topological analyses suggests that UMI-based networks show the greatest degree of functional connectivity, semantic similarity, and replicability. 

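The overlap between Combat-corrected and UMI aggregates can be set beside the batch-affected network, which spans the uncorrected cells of all batches. The batch-affected network had a JI of 0.224 with the UMI aggregate (SD between batches 0.0785, n = 8) and of 0.246 with the Combat-corrected network (SD 0.106). With each batch left out in turn, the JI with UMI ranged from 0.198 to 0.227 for the batch-affected network and lay above 0.55 for the Combat-corrected network. With Combat adjusting means only, the JI between the Combat-corrected and the batch-affected network was 0.411, which is above that between the Combat-corrected network and the UMI aggregate under the same setting. A pseudocount of 0.5 in place of 1 before Combat left the overlap of Combat and UMI at 0.621.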

Interestingly, Combat-corrected aggregates also showed a high degree of semantic similarity and topological overlap with the UMI aggregate, providing a useful and novel validation of batch correction based on co-expression analysis. RUV and CPM aggregates, on the other hand, show lower performance and semantic similarity though, notably, replicability of CPM networks is comparable to that of the UMI networks as evidenced by the topological and aggregation tests. 

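Ranks of the same gene pairs were also correlated between batch networks. The ratio of the aggregate SD to the null that keeps ties rises with this correlation by construction. The correlation is therefore another form of that ratio and adds no independent evidence of replicability. Over all gene pairs, the mean correlation between batches was 0.281 for UMI networks and 0.0112 for CPM networks. For UMI excluding zeroes and CPM excluding zeroes it was 0.233 and 0.0159. With undefined correlations at a rank of 0, a setting added for this measure after the data were seen, it was 0.527 for UMI, 0.396 for CPM, 0.387 for UMI excluding zeroes and 0.345 for CPM excluding zeroes. Under that setting, pairs undefined in both batches share the rank of 0, which raises the correlation without co-expression. With the ranks of defined pairs made random, 99.8% of the aggregate SD remained for CPM and 89.3% for UMI.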

We suggest that this is likely because sample-level standardization induces artefactual co-variation (discussed in [39]) which is replicable across batches. It is plausible that improvements in either normalization or network construction may diminish these effects. The common co-expression approach of only considering relative gene-gene correlations (e.g. top 1 %, hierarchical clustering, etc.) is likely helpful for precisely this reason. Finally, our experiments to determine the contribution of zero and non-zero values to co-expression suggest that expression level may play an important role in driving functional connectivity. We explore this in further detail below.

### Identifying and controlling for expression level confounds in co-expression network analysis

#### Expression level influences topology and functional connectivity in UMI networks

Based on our previous observations, we sought to visualize the impact of expression level on network topology by directly plotting co-expression networks with genes ordered by the number of non-zero values they take. Co-expression is not generally shown in this way, likely because the topological structure of the data is normally too complex to admit it [40]. 

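Node degree, the sum of a gene's edge weights in a batch network, was correlated with the median UMI of the gene over the cells of the batch. This is a Spearman correlation across genes, which are not independent replicates, and genes with no defined correlation were left out. Over the 8 UMI batch networks the mean correlation was 0.779 ± 0.0876 (SD, n = 8; SEM 0.0310). It was positive in 8 of 8 batches and ranged from 0.672 (batch 6) to 0.924 (batch 3). The 4 ChC batches had a mean of 0.839 ± 0.0745 (SD, n = 4) and the 4 Pv batches a mean of 0.720 ± 0.0541 (SD, n = 4). With each batch left out in turn, the mean over batches lay between 0.758 and 0.794. The alternative that moved the value most kept only genes with a median above 0, which gave 0.538 ± 0.280 (SD, n = 8) and values of 0.201 in batch 1 and 0.0418 in batch 6. With each cell thinned to 10000 UMI, where 23 of 126 cells were too shallow and left out, the mean was 0.586 ± 0.166 (SD, n = 8), and with thinning to 5000 UMI it was 0.621 ± 0.0500 (SD, n = 8). From this dependence, the paper concludes that expression level shapes the topology of UMI networks.

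**Figure D3:**
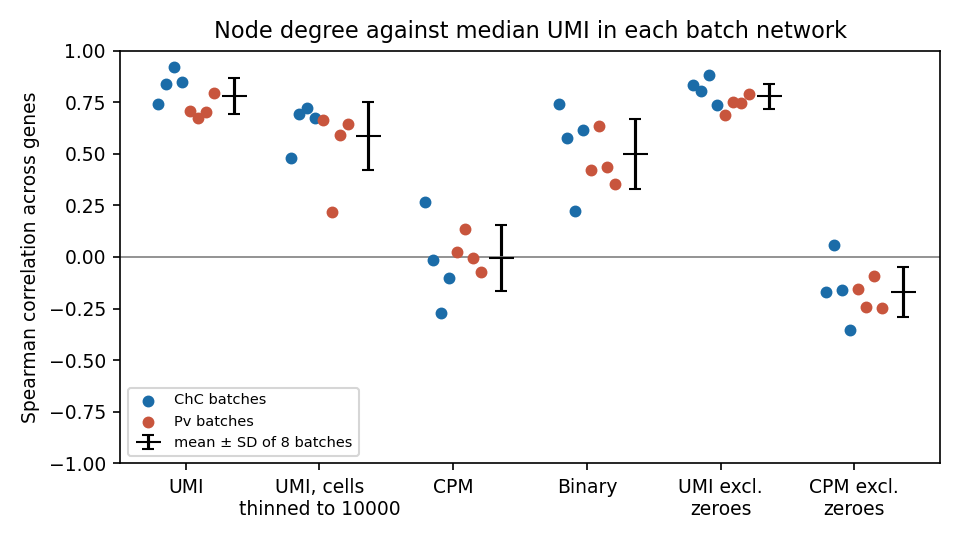
Spearman correlation across genes (vertical axis, no unit) between node degree and median UMI in each batch network, for 6 inputs along the horizontal axis. Each point is a batch (blue for ChC, red for Pv), and the black marks give the mean and SD of the 8 batches. All 8 UMI values lie between 0.672 and 0.924, and the CPM values lie between -0.272 and 0.264.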

Strikingly, in our case, UMI network plots are highly structured, with much stronger co-expression of high expressing genes than low expressing genes (representative plot in Fig. 4a, mean correlation between node degree and median expression level = 0.77 +/– 0.04). Note that this node degree correlation is not expected with all analysis methods. 

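Other inputs gave other values in the same 8 batches. The mean correlation of node degree with median UMI was 0.779 ± 0.0613 (SD, n = 8) for UMI excluding zeroes and 0.500 ± 0.171 (SD, n = 8) for binary networks, positive in every batch for both. Over genes with a median above 0 these means were 0.702 ± 0.121 (SD, n = 8) and 0.196 ± 0.319 (SD, n = 8), and the binary value was negative in 2 of 8 batches. For CPM excluding zeroes it was -0.170 ± 0.122 (SD, n = 8) and negative in 7 of 8 batches, and -0.414 ± 0.100 (SD, n = 8) over genes with a median above 0. With undefined correlations at a rank of 0, the mean for CPM excluding zeroes over all genes changed sign, to 0.322, and the mean for UMI excluding zeroes was 0.670 ± 0.161 (SD, n = 8).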

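In CPM networks the mean correlation of node degree with median UMI was -0.00605 ± 0.159 (SD, n = 8), with 5 batches below 0 and 3 above. The values ran from -0.272 in batch 3 to 0.264 in batch 1, so the mean was not distinguishable from 0 over batches. It turned positive without batch 3 (0.0319), batch 4 (0.00755) or batch 8 (0.00365), and also with mean UMI in place of the median (0.158). With undefined correlations at a rank of 0 the mean was -0.2101 ± 0.108 (SD, n = 8), with 7 of 8 batches below 0, and over genes with a median above 0 it was -0.338 ± 0.0649 (SD, n = 8), with 8 of 8 below 0. UMI networks exceeded CPM networks in 8 of 8 batches, by a mean of 0.785 ± 0.233 (SD, n = 8; two-sided exact sign-flip permutation test, p = 0.00781). Over the 4 animals the exact p was 0.125.

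Within aggregates over the 3924 genes non-zero in more than 50% of both cell types, as in Table S3, the correlation was -0.279 for CPM (SD between batches 0.235, n = 8, range -0.307 to -0.202 with each batch left out) and -0.518 for binary networks (SD 0.293, range -0.570 to -0.424). Over all genes with counts, both had the other sign, at 0.152 for CPM and 0.567 for binary.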

Standardization practices that induce strong co-variation among lowly expressed genes will show the opposite direction of effect (see Additional file 4: Table S3 and Additional file 5: Figure S2 for more detail).

**Fig. 4:**
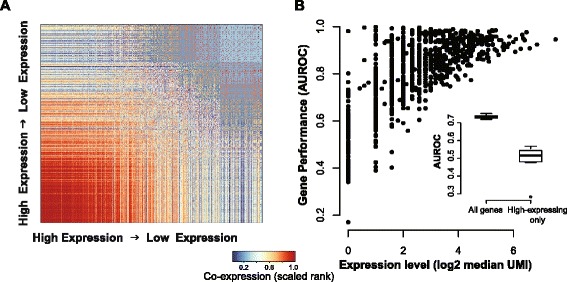
Functional connectivity is dependent on expression level in UMI networks. **a** A UMI-based network is plotted as a function of gene expression level, with co-expression values for highly expressed genes in the *bottom left corner* and lowly expressed genes in the *top right corner*. A characteristic *sunset pattern* is observed in A, with the highest co-expression values occurring between highly expressed genes. **b** AUROC for synaptic set performance in n-fold cross-validation is plotted against median expression level for each held-out gene (plot shows the results from one network). A strong positive relationship was observed between expression level and performance (mean r_s_ = 0.72 +/– 0.038). *Inset: Box-and-whisker plot* of synaptic set performance in networks made from all genes compared to networks made from high expressing genes only (median > =16 in each batch). A significant reduction in performance was observed in filtered networks (mean AUROC in all gene networks = 0.73 +/– 0.004, mean AUROC in high expressing networks = 0.49 +/– 0.03, *p* <0.0002 Wilcoxon rank sum test, n = 8)

We hypothesized that the expression-level dependency within the UMI networks might explain the relative improvement of the synaptic gene set performance compared to other GO categories, reported in the previous section. We formalized this with an n-fold cross-validation exercise, where we removed labels from each gene in the synaptic set one by one and assessed performance. There was a strong relationship between gene expression and performance (Fig. 4b, mean r_s_ = 0.72 +/– 0.04), indicating that high expression is sufficient to drive results. We further demonstrated this by testing the performance of expression level-matched controls; these were very similar to the real gene set in performance (mean AUROC synaptic set = 0.73 +/– 0.004, mean AUROC 100 control sets = 0.72 ± 0.005). To determine whether high expression is necessary for high performance, we restricted networks to only include high expressing genes (with median expression > =16 counts). This yielded much smaller networks, between 51 and 1368 genes in size (median = 227 genes), of which the synaptic set made up ~30 % (mean = 29.4 % ± 1.4 %). 

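In the counts used here, between 58 genes (batch 7) and 1495 genes (batch 3) had a median of at least 16 UMI in a batch, with a median over batches of 246.5. The ChC batches had 164, 271, 1495 and 549 such genes and the Pv batches 222, 195, 58 and 551. A median above 16, as the methods write it, gave between 54 and 1444 genes. Batch 3 had the most UMI and batch 7 the fewest. With each cell thinned to 10000 UMI, the batches had between 25 and 51 such genes. The share of synaptic genes was not computed here, because the synaptic list was not used.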

Synaptic gene set performance was greatly reduced in these networks (inset Fig. 4b, mean 0.49 ± 0.03, *p* <0.0002 compared to non-thresholded networks, Wilcoxon rank sum test, n = 8).

These results show that UMI-based networks contain functional information; however, the primary feature is their dependence on expression level. A natural next step was to consider whether a subset of genes is biased and may be removed, yielding a high confidence network without topological dependency on expression. We tested this by applying an expression threshold to only include genes with non-zero values in at least half of the samples within each batch, yielding 1346 genes in the intersect. This is a sufficiently stringent criterion that we have removed the majority of genes (~92 %), but the sunset structure remains robustly intact (Additional file 5: Figure S2). Indeed, even batch-corrected networks display this topology (Additional file 5: Figure S2). 

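Here 1468 genes were non-zero in at least 50% of the cells of each of the 8 batches, and 1290 genes were non-zero in more than 50%. With 1 batch left out, between 1471 and 1764 genes passed.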

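The 1468 genes left out 91.1% of the 16531 genes with any count and 93.7% of all gene names. In UMI networks built on these genes alone, the correlation of node degree with median UMI was 0.794 ± 0.0555 (SD, n = 8 batches), from 0.673 in batch 7 to 0.846 in batch 6. In CPM networks of the same genes it was -0.0561 ± 0.123 (SD, n = 8). UMI exceeded CPM in 8 of 8 batches (two-sided exact sign-flip permutation test, p = 0.00781). With each cell thinned to 10000 UMI, an alternative added after the data were seen, the correlation within these genes was 0.0912 ± 0.165 (SD, n = 8), and 7 of 8 batches lay between -0.111 and 0.104. Batch 6 was the exception, at 0.4662.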

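Over the 3924 genes that entered batch correction, the correlation of node degree with median UMI was 0.858 in the Combat-corrected aggregate (SD between batches 0.0464, n = 8, range 0.845 to 0.862 with each batch left out). It was 0.664 in the batch-affected network (SD 0.0925, range 0.636 to 0.678). The UMI aggregate had 0.801 (SD 0.0504) and UMI excluding zeroes 0.830 (SD 0.0277). With mean UMI in place of the median, the Combat-corrected aggregate had 0.788. The difference between the Combat-corrected and the UMI aggregate was about as large as the spread between batches.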

The dependency on expression appears to be continuously distributed across all genes; if the genes most dependent are removed, the relationship is still present among the remainder. This highlights the necessity for appropriate controls, like the use of expression-matched gene sets, as opposed to filtering. This also suggests that a simpler analysis, like functional enrichment of highly expressed genes, may provide as much information as co-expression using data of this type.

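Across deciles of mean UMI, the mean correlation among the genes of a decile rose at every step in UMI networks, over 0.164 in decile 2, 0.216 in decile 3, 0.283 in decile 4, 0.3599 in decile 5, 0.456 in decile 6, 0.558 in decile 7, 0.652 in decile 8 and 0.741 in decile 9. The SD over the 8 batches was between 0.0729 and 0.207 in these deciles. With each cell thinned to 10000 UMI, the mean correlation was between 0.00105 and 0.0397 in all 10 deciles, with the highest value in decile 1 and the lowest in decile 8.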

#### Performance variation can be predicted by expression level and associated technical features

Individual batch networks show some variation in performance, and we wished to determine whether this might be explained by the same principles we outlined above. 

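Depth and detection differ between the 8 batches. The mean UMI per cell was 28008, 34775, 153792 and 74872 in ChC batches 1 to 4 and 24536, 28724, 19784 and 49824 in Pv batches 5 to 8. The mean number of genes detected per cell was 4323, 5140, 8300 and 7520 in the ChC batches and 4731, 4476, 5563 and 7313 in the Pv batches. Across the 8 batches, mean UMI and mean genes detected had a Pearson correlation of 0.8292 (exact permutation test, p = 0.00330) and a Spearman correlation of 0.690 (exact permutation test, p = 0.0694). Adjusted over the 6 correlations computed between batches, these p-values were 0.00990 and 0.104. Without batches 3 and 4, the 2 farthest from the median depth, Pearson's r was 0.739 (exact permutation test, p = 0.119), so the relation was no longer past 0.05. Spearman's rho was 0.257 without them (exact permutation test, p = 0.658). Within cell types, with 4 batches each, Pearson's r was 0.906 for ChC and 0.7996 for Pv, and Spearman's rho was 1 for ChC and 0.2 for Pv. AUROC across GO functions was not recomputed here.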

In keeping with our earlier result, we find a strong relationship between the average AUROC across GO functions for each batch network and the total level of expression within that batch (Additional file 6: Figure S3, r_s_ = 0.62 between AUROC and total molecule counts), potentially related to selection bias within the data (Additional file 6: Figure S3, r_s_ = 0.88 between AUROC and the number of detected genes). One important consideration is whether these differences in data quality are trivially correctable by, for example, increased sequencing depth. While our level of over-sequencing (i.e. number of reads per UMI) was in the range of previous reports using it as a QC metric [41], the correlation between over-sequencing and performance was strongly negative (Additional file 6: Figure S3, r_s_ = –0.76). While this may seem counter-intuitive at first glance, it is easier to understand when reversed—low complexity data are easier to sequence and have lower performance—but does suggest that using over-sequencing for quality control cannot be done naively. Interestingly, this relationship between over-sequencing and selection bias is only visible through the window provided by our use of replicates: the two properties have little correlation across all samples (Additional file 6: Figure S3, r_s_ = –0.02).

#### Expression level explains the node degree dependency of functional connectivity in the single-cell aggregate network

Having observed a strong dependency of network connectivity on expression level in our UMI networks, we sought to determine whether this could be observed in other single-cell networks. The distribution of correlations varied widely across networks, concordant with the fact that data derive from many experiments and was subject to a range of normalization procedures (Additional file 7: Figure S4, –0.53 < r_s_ < 0.85). Because the networks are very large, this range of correlation values is enormously more variable (and positive) than expected by chance with mean absolute z-scores of 28.4 after Fisher’s transformation. While the exact relationship with network topology will vary depending on normalization, expression level is critical to consider in virtually every case. Interestingly the data that were most similar to ours, a cortical interneuron network based on UMI data, also showed a similarly high positive correlation between node degree and median expression (r_s_ = 0.71).

Our meta-analytic aggregate networks have higher performance than any individual network, so to trace the functional impact of expression level more broadly than the synaptic gene set we focused on using the aggregate networks. Previous work from our lab has shown that functional connectivity in gene networks can be predicted from the node degree of functional genes, with high node degree genes being good candidates for many functions [24]. We assess this by using the node degree as a predictor for each gene function; we control for the role of node degree by making predictions using it alone (“Node degree performance”) and determining how much of a given GO group’s performance within the network could be attributable to this factor. Both the bulk and single-cell aggregate network performance showed a characteristic V-shaped dependency on node degree due to our use of signed networks (Fig. 5, top right panel). Within the scRNA-seq co-expression networks we can, again, trace this back to a dependency on expression level (Fig. 5, bottom left panel). However, this is not the case for the bulk RNA-seq aggregate (Fig. 5, bottom right panel), possibly because its higher performance means it is powered sufficiently to overcome single-study (or even single pipeline) technical artifacts and is therefore robust to weak expression level variation. Generalizing from this, because individual bulk studies are not as well powered as the aggregate networks, we might hypothesize that where performance variation exists, it may again derive from simple data features such as expression level. We tested this through a re-analysis of the BrainSpan data, where both expression level variation and functional specificity in co-expression have been previously identified.

**Fig. 5:**
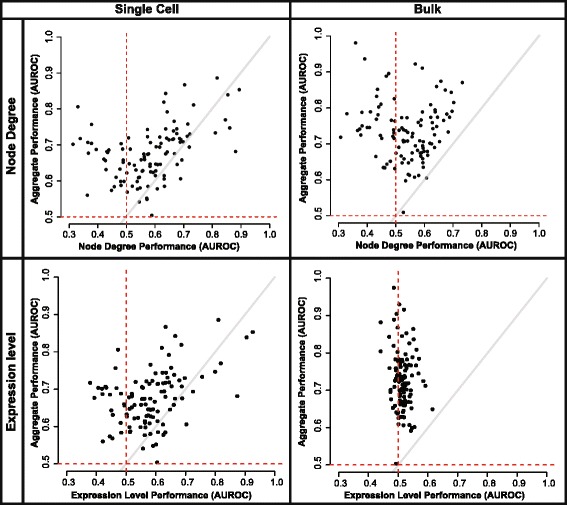
Node degree and network performance are predicted by expression level in the single-cell aggregate network. *Top:* GO slim AUROCs and predicted AUROCs based on node degree are plotted for single-cell and bulk aggregates (163 networks in each). Functional connectivity in both aggregates is dependent on node degree. *Bottom:* GO slim AUROCs and predicted AUROCs based on median gene expression are plotted. Single-cell aggregate performance is predicted by expression; however, there is no relationship between expression and bulk aggregate performance

#### Expression level predicts autism candidate gene connectivity in BrainSpan networks

Our meta-analysis results indicate that aggregation of bulk RNA-seq data generates a network with robust, functionally convergent performance that is not dependent on expression level. However, this does not preclude the notion that expression level differences can explain variation in performance where it does occur. For example, one of the most exciting co-expression results in recent years has been the finding that candidate genes for neuropsychiatric disorders such as autism spectrum disorder (ASD) and schizophrenia tend to be co-expressed in the brain [3, 42] and vary in their degree of co-expression by developmental stage [25, 43]. Also interesting are the independent reports of ASD gene differential expression between pre-natal and post-natal data within BrainSpan [44]. Our results suggest an obvious link between these results and also the possibility that the reported differential connectivity may be explained by simpler data features.

To test this, we generated networks for every individual in BrainSpan where ten or more brain region samples were available (Additional file 8: Table S4), then assessed the connectivity of ASD candidate genes (see [45] for gene list) using the same general machine learning framework we used to measure the connectivity of GO groups and synaptic genes in previous sections. While this method is quite different from the more customized analyses underlying initial reports, we were able to replicate the main prior claims of differential connectivity (Fig. 6). We observed modestly, but consistently, higher performance in pre-natal networks and more variable performance in post-natal networks (pre-natal AUROC = 0.81 +/– 0.009, post-natal AUROC = 0.79 +/– 0.015). Encouragingly, it was principally the co-expression performance within the post-natal networks which showed a significant association with the expression level of the ASD genes (adjusted R^2^ = 0.23, *p* <0.05). That is, where the differences in performance are less likely to reflect relevance to disease, we found greater relevance for an artefactual origin. There was no association between age and co-expression performance within the post-natal data (Additional file 9: Figure S5), indicating the expression level is likely useful as a fundamental control in itself. While some of the difference between pre-natal and post-natal co-expression may be due to differences in expression level, the variation within the pre-natal data itself showed no such trend, so that comparisons within pre-natal data may reflect co-variation not explained by expression level alone.

**Fig. 6:**
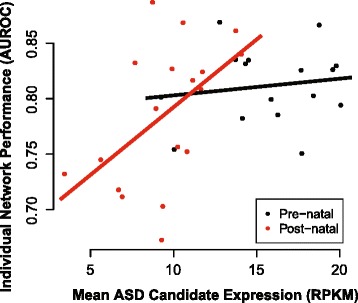
Differential connectivity of autism candidate genes in BrainSpan networks is predicted by expression level. Networks were built using BrainSpan RNA-seq data for individuals with ten or more samples (16 pre-natal, 18 post-natal networks). Connectivity of autism candidate genes is plotted against mean expression, with linear regression lines for pre-natal and post-natal networks colored in *black* and *red* (adjusted R^2^ = –0.05, = 0.23, respectively)

## Conclusions

Co-expression analyses comprise a diverse and complex set of methods that have, historically, found widest application in otherwise hard-to-advance areas, such as predicting novel gene functions (e.g. [46, 47]) or characterizing disease genes (e.g. [48, 49]). The number of co-expression methods that have been developed is large since it builds on expression analysis to include network construction [50] as well as the interpretation of that network. Amid this diversity, there are community practices which have evolved to make co-expression analysis robust, but whose influence is rarely formally assessed (although see [51]). Given this mixture of explicit and implicit dependencies, interpreting the impact of novel technical variation in scRNA-seq on co-expression is challenging: how can we assess a wide enough corpus of methods to determine which are working?

Our approach has been to employ comparatively simple methods whose downstream effects in the data are likely to generalize. Thus, our claim is not that correlation and pairwise correlation excluding zeroes (for example) are optimal methods for computing gene-gene similarity, but that novel methods with data-specific dependencies will likely show downstream impacts that are some combination of the simple, easily explained, and quite different, effects we observe. As the first step in motivating this approach, we conducted a wide-ranging meta-analysis of single-cell and bulk expression data, re-analyzing it and testing for aggregate functionality in the derived networks. The steady rise in performance with quantity of data suggests our methods for assessment are robust to practices within the field and allowed us to investigate the role of possible sources of co-expression within the data. Indeed, the use of a more sophisticated machine-learning algorithm, GeneMANIA, provided comparable results. Having established that our assessment methods were likely to generalize, we designed an experiment to elucidate replicability within single-cell co-expression, including factors which cannot be easily assessed in meta-analysis. We sampled across a non-trivial class of cellular variation in batches, each of which could be used to assess co-expression performance and replicability. These results provide some general guidelines for interpreting co-expression in single-cell data, and particularly the importance of variation in expression level. Finally, we validate the relevance of derived heuristics by applying them in the complex and important characterization of autism co-expression within the brain.

Our analysis suggests four concrete recommendations targeted to co-expression:

1. Ideally experiments should be run in replicate and then the separate replicate networks should be aggregated. Our extensive analysis of bulk and single-cell co-expression provides evidence that any individual experiment has low predictive power, regardless of sample size, but that aggregation improves performance. This also allows researchers to estimate technical and biological variation in a meaningful way and to define patterns that are robust. Replication has additional benefits for single-cell experiments which seek to delineate cell types or cell sub-types: finding similar proportions of cells across replicates provides an estimate of clustering accuracy (e.g. as in [7]).
2. Baseline functional connectivity, measured against GO slim, should be reported using neighbor voting or publicly available function prediction algorithms, such as GeneMANIA [28]. This will provide researchers with a benchmark for expected performance and allow for cross-laboratory comparisons.
3. Performance should be evaluated with respect to possible technical effects. In supervised methods, this may take the form of plotting leave-one-out performance versus the putative confound. In unsupervised methods, the degree to which the technical effect is confounded with modules should be reported via ANOVA. Particular factors to consider are expression level and number of drop-outs. Plotting networks with respect to potential confounds may also be helpful for exploratory analysis (as in Fig. 4a and Additional file 5: Figure S2).
4. Co-expression specificity should be checked against our meta-analytic aggregates. Alongside this paper we have provided the top 0.5 % of connections in the bulk and single-cell aggregate networks, as well as the top 0.5 % of connections in each of the underlying single-cell networks. Genes co-expressed in a cell type- or condition-specific manner should not be present in the bulk or single-cell aggregates. Additional evidence for condition specificity may be derived from comparison to comparable single cell type networks and should be reported.

One aspect of single-cell analysis that has yet to be resolved is how best to normalize data. As we and others have shown, normalization is not trivial for scRNA-seq, likely due to the current state of the technology, which samples inconsistently from the RNA pool within cells. Even a relatively conservative rank standardization will induce strong artefactual correlations among low expressing genes because different numbers of genes are expressed in each sample and across batches. Likewise, batch correction is powerful but potentially dangerous, and must be applied carefully or researchers risk the removal of interesting variation [52]. While removal of low expressing genes may be possible in some cases, this will make comparison between studies confounded by selection bias. These sorts of basic biases seem also likely to confound even sophisticated statistical techniques until they are much better characterized within the data. To solve this problem, we suggest keeping all of the data and implementing meta-analytic methods which explicitly assess replicability as this is more likely to provide a general solution.

Indeed, as suggested by the BrainSpan analysis, many of the heuristics we derive for single-cell data apply to bulk data as well, where their presentation may be less immediately obvious. Notably, expression level explained variation in ASD gene co-expression performance only in the post-natal data, where the ASD gene expression was comparatively low to begin with, and so it is likelier for that variation to make sense as a confound. Thus, our results are encouraging for the significance of the BrainSpan autism analyses in suggesting that the pre-natal performance dependencies, interpreted as providing support for the neurodevelopmental features of autism, are not the result of expression level confounds. More generally, we suggest that the particular prominence of technical variance with single-cell data [29] makes it a useful resource for determining the downstream impact of potential artefacts. For this reason, future assessment of replicability within co-expression would likely benefit from a focus on single-cell data.

The importance of follow-up work targeting the genesis of co-expression, and using single-cell data to sample within data of constrained variability, is highlighted by the implications of our model and meta-analysis. Using GO as a reference suggests that compositional and cell-state variation exhibit very similar properties, one being redundant in the presence of the other, and using either results in network performances that are highly similar. Of course, this may reflect the use of GO which, as a “tool for the unification of biology” [53] may be less useful at dividing up biology by cell type. Alternatively, this finding is consistent with the notion that cell sub-type identity is as prominent as cell-type identity, and thus swamps cell-state co-expression. Further work to explore these hypotheses is warranted.

In addition to our topological assessments focusing on specific connectivity overlaps, module detection [51] and its replicability and condition-dependence suggest a route forward for the field. If co-expression is to be used as a means of interpreting disease gene convergence and condition specificity, the genesis of those properties are crucial to pin down. The careful exploitation of single-cell data, particularly in meta-analysis, offers a unique window into how genes work together to produce function and on what factors it depends.

## Methods

### Meta-analysis of single-cell and bulk data

We obtained 239 bulk mouse RNA-seq experiments and eight single-cell mouse RNA-seq experiments from the Gemma database [54] that were processed using RSEM [55] (version 1.2.5, and mouse reference mm10_ensembl_72). Processed data files for all other scRNA-seq experiments were downloaded directly from GEO. Cell types were defined using labels provided by authors. Where groups had profiled the same cell type in multiple batches, networks were generated for each batch. Twenty-four “cell type” networks were derived from whole tissues and could therefore contain compositional variation; however, results were robust to the removal of these experiments. Samples that were not explicitly labeled as single cells and those with fewer than 1000 genes with expression >0 were removed, as well as any cell types that were represented by fewer than 10 samples. Similarly, we restricted our bulk RNA-seq analyses to experiments with at least ten samples. Fifty-two bulk experiments (~22 %) used purified cell populations, which, though they are not compositional in the sense of having multiple cell types represented, are preferentially non-state by dint of averaging across cell-state variation within each sample.

Data analysis was performed in R using custom scripts [56]. Only genes appearing on both Affymetrix GeneChip Mouse Gene 2.0 ST array (902119) and the UCSC known gene list were considered. The mean value was taken for all genes with more than one expression value assigned. Networks were built from Spearman correlations and undefined correlations were set to zero. Edge weight was defined as the rank of the correlation coefficient within the network and node degree was calculated as the summation of all the weights connected to a given node [24]. Aggregation was performed by averaging ranked correlation coefficients across networks, then re-ranking and standardizing values between 0 and 1. We obtained gene annotations from the GO Consortium “goslim_generic” (August 2015). These were filtered for terms appearing in the GO Consortium mouse annotations “gene_association.mgi.gz” (December 2014) and for gene sets with between 20 and 1000 genes, leaving 108 GO groups with 9421 associated genes.

Functional connectivity was measured using a neighbor-voting algorithm, in which genes are scored based on the fraction of the genes to which they are connected which possess a given property [21, 26, 57]. The “performance” at this task is defined as the AUROC after threefold cross-validation [24] using GO groups, i.e. how well the network connectivity allows the reconstruction of known gene functions. Networks are scored by the average of the AUROCs across GO functions.

### Animals and manual cell sorting

*Nkx2.1*-CreER mice [58] and *Pv*-ires-Cre [59] animals were bred separately to Ai14 reporter [60] to label ChC and Pv basket cells in the cortex. ChCs were enriched in frontal cortex with tamoxifen induction at E17.5 [58]. Mice were bred and maintained according to animal husbandry protocols at Cold Spring Harbor Laboratory (Institutional Animal Care and Use Committee reference number 16-13-09-8) with access to food and water *ad libitum* and 12 h light-dark cycle. Adult animals (P28-35) were sacrificed by cervical dislocation to harvest brains for single-cell sorting.

Single cells were collected by manual sorting procedure as detailed in Sugino et al. [61]. Brains were sectioned to 300 μm using a cooled stage vibratome with circulating oxygenated artificial cerebrospinal fluid. Sections were blocked in AP5, CNQX, and TTX cocktail to prevent excitotoxic cell death and then treated with mild protease. Brain regions of interest were microdissected and triturated to dissociate the cells. Dissociated cells were put into in a Petri dish and RFP-positive cells were collected into single patch pipette capillaries and dispensed into single tubes containing RNAseOUT (Invitrogen), ERCC spike-in RNAs in 1:400 K dilution, sample specific RT primers for a total of 1 μL volume. Collected cells were flash frozen in liquid nitrogen and stored at –80 °C until processed. Individual sample details can be found in Additional file 3: Table S2.

### RNA amplification, Illumina library prep, and sequencing

RNA was linearly amplified using two rounds of in vitro transcription using MessageAmp-II kit (Life Technologies) according to the manufacturer’s recommended protocol. Amplified aRNA was reverse transcribed using SuperScript-III enzyme (Invitrogen) and made into cDNA library using Illumina TruSeq small RNA library preparation kit using 7–11 cycles of PCR according to the manufacturer’s protocol. The resulting library was size-selected using SPRISelect magnetic beads (Agencourt) and paired-end sequenced for 101 bp in Illumina HiSeq.

### Mapping and QC

Bowtie (v 0.12.7) was used for sequence alignment of polyA primed reads to the mouse reference genome (mm9), while read1 sequences were used for varietal tag (a.k.a. UMI) counting. Using a custom python script, multiple reads to the same gene with the same tag sequences were rejected and only counted as one, such that only mapped sequences with unique tags were retained and tallied for each mRNA for each cell. 

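The counts hold 128 cells, of which 2 have no UMI on any transcript. They are a cell of batch 4 (ChC) and a cell of batch 6 (Pv), which leaves 15 cells in each of these batches and 126 cells in all. No pair of the remaining cells had identical counts, and the highest correlation of log2 counts between cells was 0.976.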

Two cells failed to amplify and resulted in 0 expressed genes. These were removed prior to further analysis. For the remainder of the dataset, the mean number of genes detected with >0 counts is 5407.5 ± 189.8 per cell, and the average level of over-sequencing across all genes is 4.4-fold which is in line with previous single-cell studies [41, 62, 63].

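In the counts used here, the mean number of genes with any UMI was 5920 per cell (SEM 209.7, n = 126 cells, as the paper gives its error). The mean was 6302 in ChC (SEM 352) and 5537 in Pv cells (SEM 220). Cells are not replicates of an animal, and the means of the 8 batches had an SD of 1556. Counted per transcript in place of per gene, the mean was 6951. Requiring at least 2 UMI gave 3957 genes per cell, and thinning the 103 cells with at least 10000 UMI to that depth gave 3839. Over-sequencing, the number of reads per tag, was not analysed here.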

### Replicability analyses

For replicability analyses, networks were built for individual batches then aggregated as described above. Details about network generation can also be found in Table 2. As stated in the results, there were three aspects of the data that we wished to explore for their contribution to network replicability; namely, the role of zeroes, expression level, and normalization. To clarify the role of zeroes, zeroes were set to NA then networks were built by taking the pairwise Spearman correlation across genes using either counts or CPM values. To test the importance of variation in non-zero expression level, “binary” networks were built by setting all non-zero values to one prior to generating networks. To test the effect of normalization in addition to CPM, batch-corrected aggregates were built by summating ChC and Pv networks where batch correction had been performed within each cell type using either Combat as implemented in the sva package (v 3.14.0), or using the RUVg function of the RUV package (v 1.2.0) with ERCC spike-ins as control genes. Only genes that were non-zero in more than 50 % of both ChC and Pv cells were included (3642 genes total). 

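By the same rule, 3924 genes were non-zero in more than 50% of both ChC and Pv cells here, over 63 cells of each type. Gene names were not restricted to the array and known gene lists of the paper's methods, which were not used here. A restriction to the 20553 gene names with a RefSeq mRNA identifier left 1424 of the 1468 genes that were non-zero in at least 50% of the cells of each batch.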

The “batch-affected” network was built by taking Spearman correlations across all 126 samples. For UMI and CPM networks, functional connectivity and connectivity of synaptic genes (downloaded from the Genes to Cognition database [36]) were assessed as described above.

Semantic similarity and pairwise topological overlap analyses were performed on networks filtered to have the same set of genes as those in the batch-corrected networks. For the semantic similarity test, a gene-gene matrix was generated counting the number of times each gene pair had the same GO function, using only non-IEA functions with 20 to 1000 genes. The top 1 % of each network was compared to this, and the mean number of common GO groups among the top 1 % was plotted. Topological overlap was measured by direct pairwise comparisons of gene-gene connections within the top 1 % of networks using the JI. Replicable topological overlap within conditions was assessed for networks containing all genes. For this we reported the standard deviation of the aggregate co-expression values, using the aggregation of eight randomly generated rank-standardized networks as the null.

### Testing expression level dependence

Spearman correlations between node degree and median expression were performed for all networks, excluding any genes with undefined correlations to all other genes (i.e. node degree = 1). For our data, neighbor voting in combination with n-fold cross-validation was used to evaluate the influence of expression level on performance. Second, synaptic set performance was compared to the performance of 100 randomly chosen gene sets with similar expression levels. Expression-matched sets were generated by binning the synaptic set genes into quartiles and choosing the same number of genes from each quartile. Finally, synaptic set performance was compared between networks containing all genes and networks that were stringently filtered to include only those genes with median expression >16 UMIs. For the meta-analysis, we tested the dependence of aggregate network performance on both node degree and median expression by generating prediction vectors for both factors and calculating the AUROC analytically:

$$ AU{C}_j=1-\left({\displaystyle \sum_{i\Big|Gen{e}_{i\epsilon }G{O}_j}} Rank{s}_i-\frac{N_{Pos}\ast \left({N}_{Pos}+1\right)}{2}/\left({N}_{Pos}*{N}_{Neg}\right)\right) $$

where “Ranks” are the ranks of the hidden positives, N_pos_ is the number of true positives, and N_Neg_ is the number of true negatives.

BrainSpan RNA-seq data were downloaded from the BrainSpan consortium on July 2015 [64, 65]. Networks were generated as described above for all individuals with ten or more samples available (listed in Additional file 8: Table S4). Connectivity of ASD genes was assessed with the neighbor-voting algorithm and AUROC scores were regressed against mean ASD gene RPKM values for each individual.

### Availability of supporting data

A Github repository containing R scripts and parsed data can be found online [56]. Raw data files, parsed data, and metadata have been uploaded to GEO (accession GSE75049). Aggregate networks and individual single-cell networks are available to download and are linked from our Github page.

### Ethics

Mice were bred and maintained according to animal husbandry protocols at Cold Spring Harbor Laboratory (Institutional Animal Care and Use Committee reference number 16-13-09-8).

## Box 1. Glossary of terms

Co-expression network – A representation of gene-gene relationships, built by measuring expression profile similarity across samples. Genes are denoted as nodes in the network and the connections between genes are called edges. A weighted network contains information about the strength of the connections between genes. Signed networks contain information about the direction of the association (i.e. positive vs. negative correlations).

Fully connected network – A network containing a connection between every gene-gene pair.

Sparse or thresholded network – A network containing information only about gene pairs with strong connections. To generate sparse networks, a threshold will be picked to define strong connections; the top 0.5 % of the network (i.e. standardized edge weights > =0.995) is commonly used [20].

Node degree – A measure of gene (a.k.a. node) connectivity within a network. A gene’s node degree is calculated by adding up the strength of its connections to other genes (a.k.a. edge weights). Genes with high node degree are commonly referred to as hub genes.

Functional connectivity – Refers to gene-gene connections that overlap with known cellular or biological processes as defined by the Gene Ontology (i.e. gene functions).

Neighbor voting – A method to classify genes into known categories based on gene-gene connections (i.e. the gene’s neighborhood). In our study, candidate genes were scored by dividing the sum of the ranks of the gene connections (i.e. edge weights) within the training set by the sum of the ranks of all gene connections.

Cross-validation – A method to estimate how well the results of an analysis will generalize. The main purpose of cross-validation is to avoid overfitting to a particular dataset. There are many ways to implement cross-validation; in this study we use both threefold and n-fold cross-validation. In threefold cross-validation, we hide one-third of the known gene labels, then make predictions about unlabeled genes. This is repeated three times (i.e. for each fold). In n-fold cross-validation, we hide labels one at a time, making predictions as each label is hidden, until we have tested all of the genes within a particular gene set.

Performance – The metric used to quantify functional connectivity in our study. This refers to the area under the receiver operating characteristic curve (AUROC).

Semantic similarity – A measure of gene-gene relatedness based on the number of shared GO functions.

Topology – The layout, or connectivity patterns, of a network.

## Additional files

Additional file 1: Table S1. Bulk RNA-seq expression studies used for meta-analysis, sorted by GEO ID (GEO ID = Gene Expression Omnibus Identifier). The table contains quality control and source information for each bulk RNA-seq dataset retrieved from the Gemma database. PMID = PubMed Identifier.(XLSX 72 kb) Additional file 2: Figure S1. Variability in GO group performance across networks. (PDF 1709 kb) Additional file 3: Table S2. Sample metadata for ChC and Pv single cell RNA-seq analysis. (XLSX 16 kb) Additional file 4: Table S3. Correlation between node degree and median expression for model co-expression networks with varying input. (XLSX 8 kb) Additional file 5: Figure S2. Visualizing network topology can help to reveal dependencies. (PDF 66043 kb) Additional file 6: Figure S3. Co-expression performance and sequencing depth. (PDF 670 kb) Additional file 7: Figure S4. Expression level dependency is variable in individual single cell networks. (PDF 475 kb) Additional file 8: Table S4. BrainSpan sample metadata and co-expression summary statistics. For our re-analysis of the BrainSpan data we generated co-expression networks for each individual with 10 or more samples. The table lists the sample ID, sex, age, the number of samples included in the network, and then provides summary statistics from the co-expression analysis including the AUROC of the autism candidate (ASD) genes, the mean expression of the ASD genes, and the mean performance of the network compared to GO slim. (XLSX 11 kb) Additional file 9: Figure S5. ASD co-expression performance variation is not explained by age.

## Abbreviations

ASD: Autism Spectrum Disorder
AUROC: Area under the receiver operating characteristic curve
ChC: Chandelier cell
CPM: Counts per million
ERCC: External RNA Controls Consortium
GBA: Guilt by association
GEO: Gene Expression Omnibus
GO: Gene Ontology
Pv: Parvalbumin
RUV: Remove unwanted variation
scRNA-seq: Single cell RNA sequencing
UMI: Unique molecular identifier

# Supplementary material for: Exploiting single-cell expression to characterize co-expression replicability
**Source:** Genome Biol. 2016 May 6;17:101. doi: 10.1186/s13059-016-0964-6
**Supplement:** Additional file 2: Figure S1. — Variability in GO group performance across networks.

## Additional file 2: Figure S1

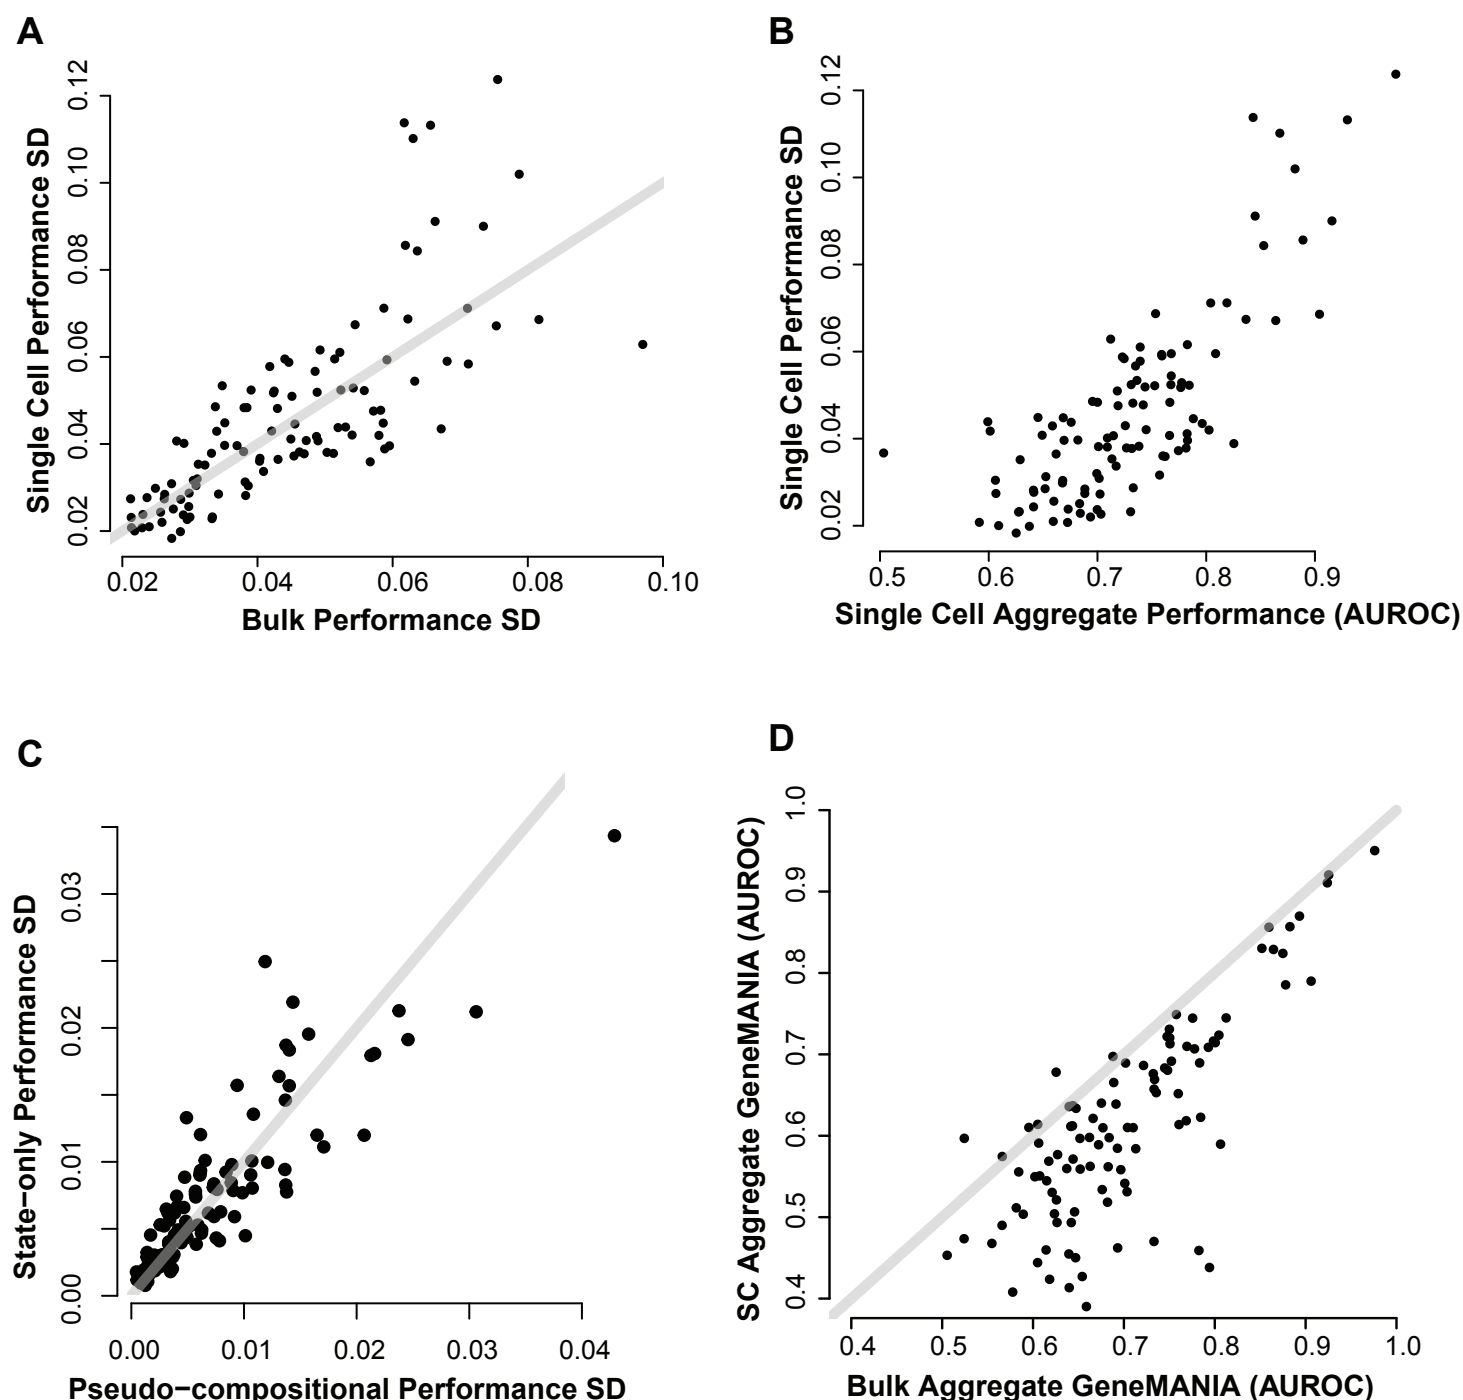

### Variability in GO group performance across networks

**A** – Variation in performance for each GO group is compared between bulk and single cell data. The identity line is plotted in grey. Variation in performance is comparable between both data types. **B** – Standard deviation in performance across single cell networks is plotted against aggregate performance, with a clear positive trend. **C** – Standard deviation in average performance for each GO group is compared between state-only and pseudo-compositional single cell data. The identity line is plotted in grey. Variation in performance is comparable between both data types. **D** – GO slim performance calculated by geneMANIA is shown for single cell and bulk aggregates. The identity line is plotted in grey. Similar to neighbor voting, performance is correlated between both data types but single cell performance is consistently lower.

# Supplementary material for: Exploiting single-cell expression to characterize co-expression replicability
**Source:** Genome Biol. 2016 May 6;17:101. doi: 10.1186/s13059-016-0964-6
**Supplement:** Additional file 5: Figure S2. — Visualizing network topology can help to reveal dependencies.

## Additional file 5: Figure S2

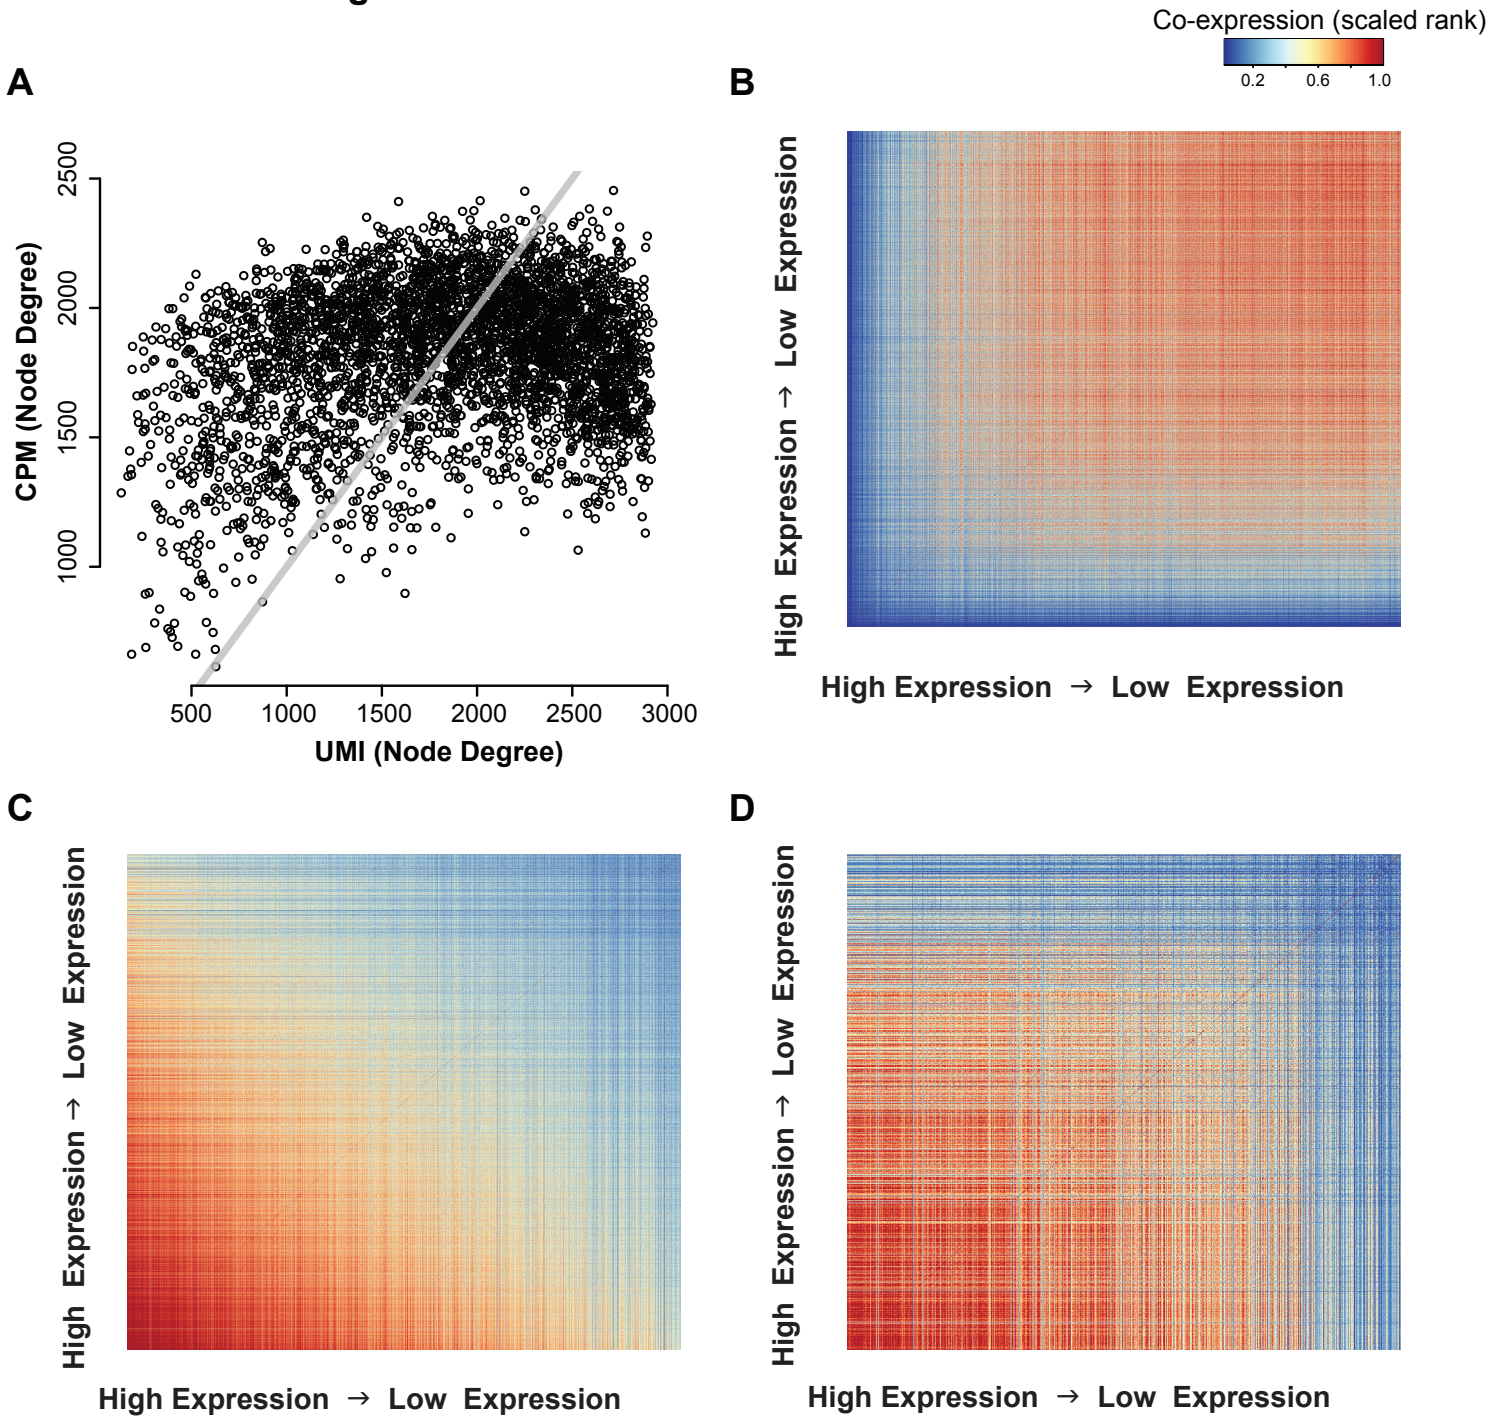

### Visualizing network topology can help to reveal dependencies

**A** - Gene node degrees in the UMI and CPM aggregate networks are plotted. The identity line is shown in grey. While we focus on the positive relationship between node degree and expression level in UMI networks, it is important to note that standardization practices that induce strong co-variation among lowly expressed genes will show the opposite direction of effect. 

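Node degrees of the UMI and CPM aggregates were compared across genes by Spearman correlation, without replicates. Over the 3924 genes non-zero in more than 50% of both cell types, the correlation was -0.00722. It was 0.509 over the 1308 of them with the lowest median UMI (0.25 to 1.92) and -0.0105 over the 2616 others (2 to 222.5). Over all 16531 genes with counts it was 0.564, with 0.887 over the 8248 genes of lower mean UMI and 0.177 over the 8283 genes of higher mean UMI.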

CPM standardization (which affects only non-zero values), produces gene node degrees which are broadly correlated with UMI for low-expressing genes, and broadly negatively correlated with UMI for high-expressing genes. **B** - “Binary” network. The co-expression in this network is driven by genes with variable on/off expression. This plot also shows that very few genes are detected in every cell (<10% of the network is dark blue). **C** - The aggregate network built from Combat-corrected ChC and Pv networks is plotted (3672 genes), showing that batch correction does not remove expression level dependency. **D** - This network was built using only a subset of genes with non-zero expression in >50% cells in all batches (1346 genes). 

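In single batches, between 230 genes (batch 1) and 2354 genes (batch 8) were detected in every cell. As a share of all 23335 genes the mean was 4.37% ± 3.02 (SD, n = 8 batches), with a highest value of 10.1% in batch 8. As a share of the genes detected in the batch it was 8.48% ± 5.64 (SD, n = 8), above 10% in batch 5 (13.4%) and batch 8 (18.7%). Over all 126 cells, 33 genes were detected in every cell.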

Similar to Figure 4A, even with a limited set of genes, UMI networks maintain their characteristic “sunset” structure, indicating that filtering does not remove topological dependencies on expression level.

# Supplementary material for: Exploiting single-cell expression to characterize co-expression replicability
**Source:** Genome Biol. 2016 May 6;17:101. doi: 10.1186/s13059-016-0964-6
**Supplement:** Additional file 6: Figure S3. — Co-expression performance and sequencing depth.

## Additional file 6: Figure S3

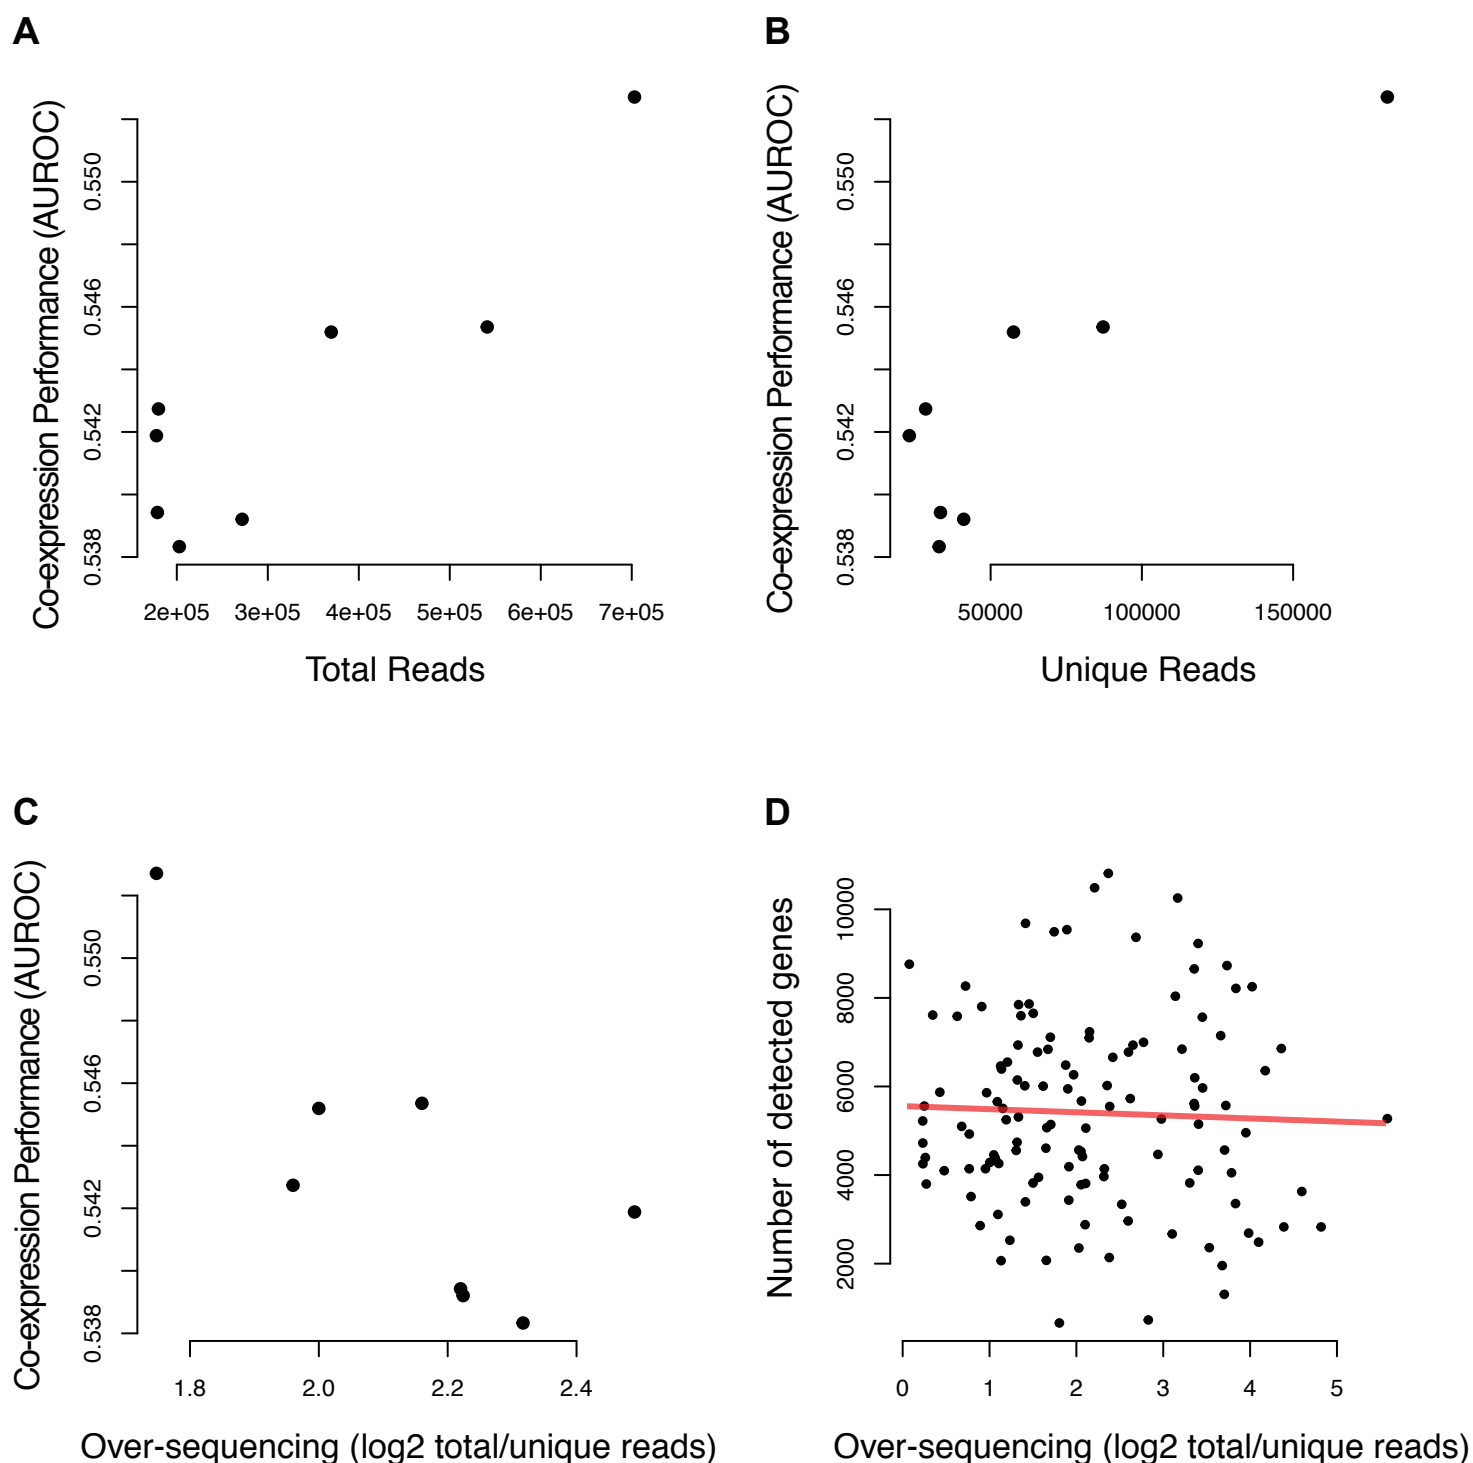

### Co-expression performance and sequencing depth.

**A** - Co-expression performance for GO slim is plotted against the average number of molecule counts for each batch, indicating a positive relationship ( $r=0.62$ ). **B** - Co-expression performance for GO slim is plotted against the average unique molecule counts for each batch, indicating a positive relationship ( $r=0.88$ ) and suggesting that the association between total reads and performance may be due to the number of detected genes. **C** - Co-expression performance for GO slim in each batch is plotted against over-sequencing level, indicating a negative relationship ( $r=-0.76$ ). **D** - For each sample, the number of detected genes is plotted against over-sequencing level. No relationship is discernable when all samples are considered together ( $r=-0.02$ ).

# Supplementary material for: Exploiting single-cell expression to characterize co-expression replicability
**Source:** Genome Biol. 2016 May 6;17:101. doi: 10.1186/s13059-016-0964-6
**Supplement:** Additional file 7: Figure S4. — Expression level dependency is variable in individual single cell networks.

## Additional file 7: Figure S4

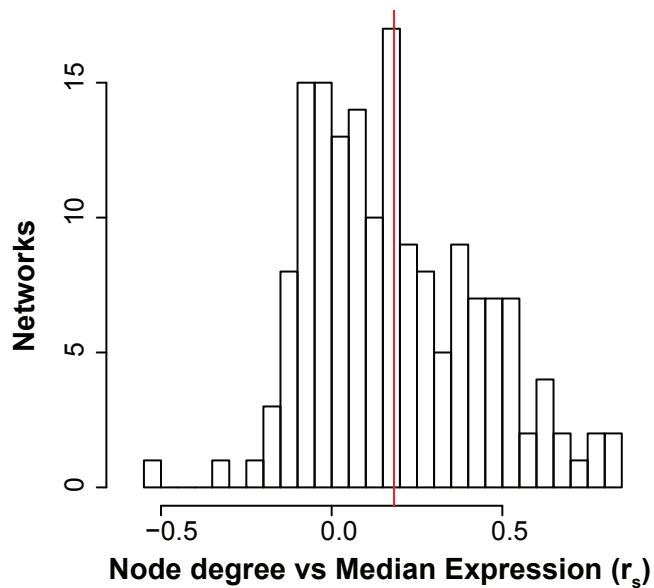

### Expression level dependency is variable in individual single cell networks

For each single cell network, the correlation between node degree and median expression was calculated across every detected gene. The histogram displays the distribution of correlations across all networks, with the red line indicating the mean value (0.18). The range is large but skew-positive, suggesting some expression level dependency may be a data feature to beware of in single cell RNA-seq co-expression analysis. Also notable are the extreme negative correlations, which suggest over-correction of data.

# Supplementary material for: Exploiting single-cell expression to characterize co-expression replicability
**Source:** Genome Biol. 2016 May 6;17:101. doi: 10.1186/s13059-016-0964-6
**Supplement:** Additional file 9: Figure S5. — ASD co-expression performance variation is not explained by age.

## Additional file 9: Figure S5

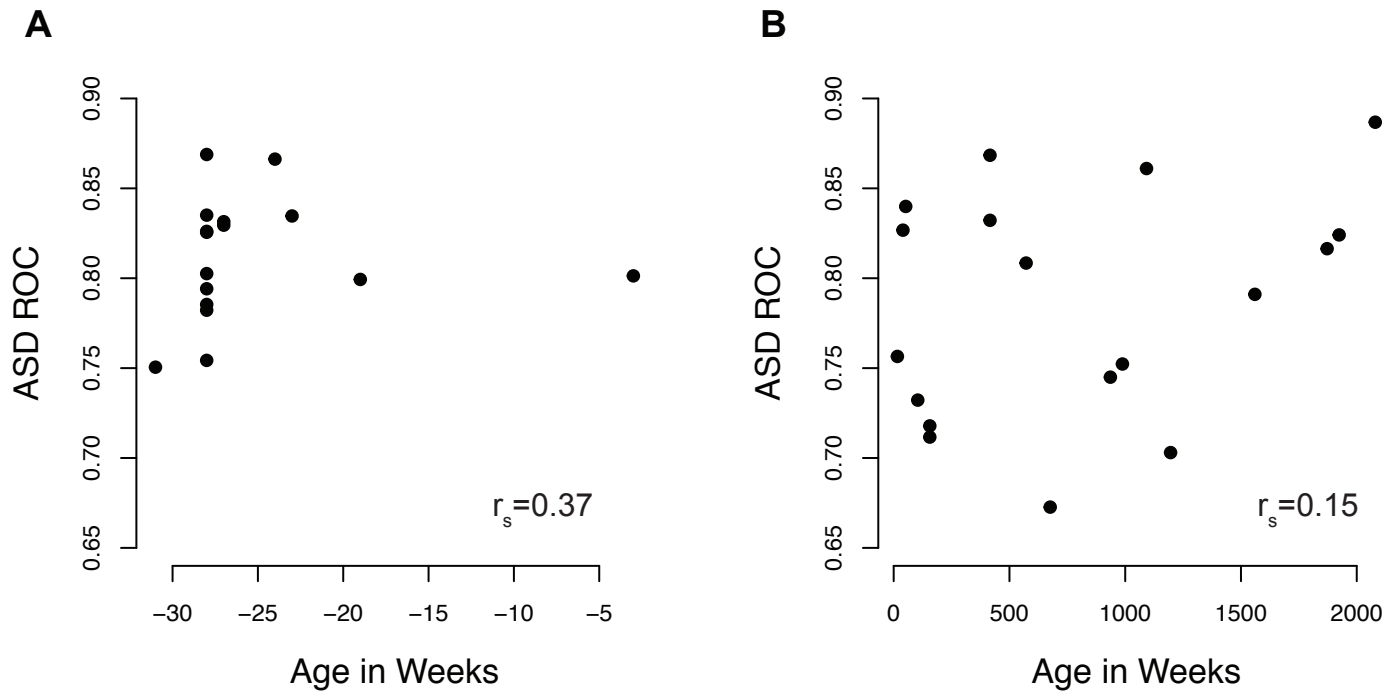

### ASD co-expression performance variation is not explained by age.

**A & B** – Performance for ASD candidates is plotted against age in weeks for each sample (prenatal in A and postnatal in B where prenatal is calculated as 42 weeks - age). Unlike the association we observed between expression and performance, no strong association is observed with age, indicating that gene expression level can serve as an important and independent explanatory variable.

How the deposited data were processed for this re-analysis (not part of the article)

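The study measured messenger RNA in single ChC and Pv cells of mouse cortex by amplification with varietal tags, which mark each molecule (UMI), in 8 library batches of 16 cells. The authors aligned the reads to mm9 with Bowtie, counted the tags per transcript and cell, and deposited these counts without normalization or log transform. The deposited table has 128 cell columns and 27207 transcripts, all values are whole numbers, and every column was used except for 2 cells without a count. Cells were assigned to batches and animals from the labels and the paper's description, with 4 batches and 2 animals per cell type. No gene name marks a spike-in. Of the 23335 gene names, 2641 have more than 1 transcript, and 20553 have a RefSeq mRNA identifier.

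Networks, node degrees, Jaccard indices and gene family scores were computed in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and numba 0.67.0, and plots were drawn with matplotlib 3.10.9. Correlations were rounded to 1e-06 before ranking, so that equal values tie. Networks excluding zeroes required at least 2 cells with both genes non-zero, or 5 as an alternative. Combat was taken from sva 3.50.0 and run in R 4.3.3 on log2(UMI + 1), or log2(UMI + 0.5) as an alternative. RUV, and its alternatives with other numbers of factors, were not run.

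ChC and Pv cells were compared with edgeR 4.0.16 (quasi-likelihood test, TMM normalization, filter on low counts) on UMI summed over the cells of each animal, 2 animals against 2, with Benjamini-Hochberg adjustment and a threshold of 0.05. Alternatives used DESeq2 1.42.0, no filter, or the batches as samples. The network measures were compared between inputs by two-sided exact sign-flip permutation tests over batches or animals. Batch networks were compared within and between cell types by a one-sided exact permutation of the cell type over the 35 splits of the 8 batches into 4 and 4. Gene families, defined by gene symbol before the data were examined, were scored by neighbor voting in 3 folds against 100 control sets with the same number of genes per expression quartile.

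The genes named are those that the paper or the labels name for these cells (Pvalb, Nkx2-1), Gad1, Gad2, Slc32a1 and Xist as checks of the labels, and the 3 genes with the largest change in each direction among those past the threshold whose batches of one cell type all lie above those of the other. No gene met the last rule with animals as samples. Other genes named in the closing section were chosen after their values were seen, and the text says so there.

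Depth sets the precision of every value. The median batch held 839744 UMI in ChC and 411720 UMI in Pv, and 23 of 126 cells held fewer than 10000 UMI (15 ChC and 8 Pv cells). Cells were thinned by drawing 10000 or 5000 UMI without replacement, and cells with fewer were left out. In redrawn counts, an alternative chosen after the data were seen, every molecule of a batch was given at random to a cell of that batch while the totals of each gene and each cell were kept. Dispersion between cells was the chi-square of a gene over the cells of a batch given the cell totals, per degree of freedom, for genes with at least 100 UMI in the batch.

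The methods were tested on simulated counts. For 8 batches of 16 cells and 2000 independent genes, the ratio of the aggregate SD to random was 0.9999 with equal cell depth and 2.17 with unequal cell depth. The correlation of node degree with median expression was 0.182 with equal and 0.834 with unequal depth. With 200 co-regulated genes, the ratio was 1.08 and neighbor voting recovered the group with an AUROC of 0.982. These simulations held few undetected genes, where 64.7% to 81.4% of the gene pairs of a batch were undefined in the data. They therefore do not test the uniform null under such ties. In the data the null that keeps ties had an SD of 0.0780 for UMI, below the 0.102 of the uniform null. For the comparison of 2 animals against 2, the edgeR test recovered 14 of 200 changed genes among 9681, with 4 false calls. For 4 batches against 4 it recovered 11 of 200 changed genes among 6283, with 1 false call.

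The alternatives were fixed before the data were examined, except for RefSeq mRNA genes only, 1 transcript per gene, redrawn counts, thinning within the genes of at least 50% of the cells of every batch, leaving out batches in the comparison of ChC and Pv batches, and those for the mean correlation between batch networks. The GO, synaptic and array gene lists of the paper, the BrainSpan networks, the meta-analysis and the reads were not used here.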

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

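The tests of all 3 results in this part were chosen after the results were seen. Of 69 groups of batches tested for 1 batch far from the others, 3 had one, where chance gives about 5% of groups.

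Batch 3 (ChC, animal 2) held 2460679 UMI, far from the other 7 batches, which held 316540 to 1123083 (the gap to the nearest batch was 0.624 of the whole range, above the critical value for 8 batches). A few deep cells are argued against by its median cell, at 93418.5 UMI, where the highest median of another batch was 44394. A few abundant genes are argued against by the 3.94% of its UMI in its 10 highest genes, where the batches ranged from 3.48% to 6.50%. More reads, better capture and larger cells stay open, since the reads were not used here. Batch 4, from the same animal and cell type, held 1123083 UMI, and no biological explanation was tested.

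Batch 3 also had 1495 genes with a median of at least 16 UMI, where the others had 58 to 551. With each cell thinned to 10000 UMI it had 31 such genes, where the other batches had 25 to 51, so the depth of the batch may account for the number.

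Batch 7 (Pv, animal 4) had a median dispersion between its cells of 1.25, where the other batches had 0.991 to 1.09. A single unlike cell is argued against, since the median stayed at 1.18 or above with any 1 cell left out. Batch 7 held the fewest UMI of the 8 batches. With the molecules of every other batch drawn down to its total of 316540 UMI, and the same minimum of 100 UMI per gene, the other batches had 0.951 to 1.096, which argues against depth. Batch 8 of the same animal was not far from the others. Handling of the batch and a mix of cells stay open, and no biological explanation was tested.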

How the results depend on the processing

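The alternatives with 1 transcript per gene, RefSeq mRNA genes only, redrawn counts, thinning within the genes of at least 50% of the cells of every batch, and leaving out single batches in the comparison of ChC and Pv batches, and all alternatives for the mean correlation between batch networks were chosen after the data were seen, and the others before the data were examined. Over 50 results there were 582 values under alternatives. For the results that answer a comparison, 272 values kept their direction and threshold or moved by less than the spread between batches, 2 became weaker, 52 moved and 13 changed sign. For the other results the counts were 209 unchanged in this sense, 4 stronger, 13 moved and 17 with a changed sign. For the changes below the cause was not tested, except where the construction of the alternative is named. RUV with 1, 2 or 4 factors was not run. No paired analysis was possible because ChC and Pv batches share no replicate numbers.

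Ratio of aggregate SD to random. For UMI (1.33) it was 1.68 over genes with at least 1 UMI in every batch, 1.97 with undefined correlations at rank 0 and 1.74 against networks permuted keeping ties. With cells thinned to 10000 UMI it was 0.632 against the uniform null, the only null run there. For CPM (0.796) it was 1.05 over genes with at least 1 UMI in every batch, 1.03 over genes non-zero in more than 50% of both cell types, 1.77 at rank 0, 1.04 keeping ties and 1.01 against labels permuted within 20 bins of expression. For binary networks (0.973) it was 1.57 at rank 0 and 1.36 keeping ties. For UMI excluding zeroes (0.920), the same first 4 alternatives as for CPM gave 1.47, 1.39, 1.28 and 1.64. For CPM excluding zeroes (0.672), the same 5 alternatives gave 1.06, 1.05, 1.39, 1.05 and 1.01, and a minimum of 5 cells gave 0.524. With each batch left out, the ratios ranged from 1.20 to 1.33 (UMI), 0.777 to 0.809 (CPM), 0.898 to 0.985 (binary), 0.8004 to 0.925 (UMI excluding zeroes) and 0.643 to 0.686 (CPM excluding zeroes). All 4 inputs below 1 thus lay above 1 under rank 0 and under the null that keeps ties.

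Node degree against expression. For UMI (0.779) the mean over batches was 0.538 over genes with a median above 0, 0.586 thinned to 10000 UMI and 0.621 thinned to 5000 UMI. For CPM (-0.00605) it changed sign with mean UMI (0.158), with the number of cells detected (0.103), in redrawn counts (0.0736) and without batches 3, 4 or 8 (range without a batch -0.0446 to 0.0319), and it was -0.338 over genes with a median above 0 and -0.2101 at rank 0. For CPM excluding zeroes (-0.170) it was 0.322 at rank 0. For binary networks (0.500) it was 0.196 over genes with a median above 0, with 2 of 8 batches below 0. The difference of UMI and CPM, 0.785, had an exact p of 0.125 over 4 animals, which is the smallest that 4 animals can give. Within the genes of at least 50% of the cells of every batch it was 0.0912 for UMI thinned to 10000 UMI, against 0.794.

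Aggregates. Node degree against mean UMI gave 0.717 for UMI, 0.743 for UMI excluding zeroes and 0.788 for Combat, and thinning gave 0.442 for UMI. Over all genes, CPM (0.152), binary (0.567) and CPM excluding zeroes (0.0155) changed sign. With each batch left out, CPM stayed between -0.307 and -0.202 and binary between -0.570 and -0.424. With Combat adjusting means only, the Jaccard index of Combat was 0.379 with UMI and 0.340 with UMI excluding zeroes. For UMI and CPM it was 0.0462 with the top 5% of connections, a setting that raises the index expected by chance.

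Detection and depth. Genes per cell were 3957 with at least 2 UMI and 3839 with cells thinned to 10000 UMI, both by construction lower than 5920. The median number of genes with a median of at least 16 UMI ranged from 222 to 271 without a batch.

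CPM and co-variation. The difference of CPM and UMI in the lowest decile, -0.0126, had an exact p of 0.125 over 4 animals. It ranged from -0.0144 to -0.0107 without a batch.

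Similarity of batch networks. Over all gene pairs the mean correlation between batch networks was 0.527 for UMI (0.281), 0.396 for CPM (0.0112), 0.343 for binary (0.118), 0.387 for UMI excluding zeroes (0.233) and 0.345 for CPM excluding zeroes (0.0159) with undefined correlations at rank 0. Pairs undefined in both batches share that rank, which raises the correlation without co-expression. The difference within and between cell types, -0.00303 for UMI, was 0.00165 for CPM and 0.00558 for the Jaccard index, and ranged from -0.0145 to 0.0113 without a batch, above 0 without batch 6 (0.00633), batch 7 (0.00680) or batch 8 (0.0113).

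ChC against Pv. By edgeR with animals as samples 0 of 9681 genes passed (618 at an unadjusted p under 0.05). DESeq2 gave 174 (97 higher in ChC), no filter gave 84 (50 higher) and batches as samples gave 6 (5 higher), which rose and fell between 4 and 6 without a batch. Without animals 1, 2, 3 and 4 in turn edgeR gave 15, 60, 14 and 96, with the lone animal of a cell type assumed to vary like the other cell type. *Pvalb* (adjusted p = 0.582 from edgeR) was past 0.05 with no filter (adjusted p = 0.00407) and without animal 4 (adjusted p = 0.0132), with the fold change in the same direction under every alternative. *Gad2* was past it under none.

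Gene families. In the aggregate, UMI fell further below CPM for cytosolic ribosomal proteins (-0.253, against -0.0607 over batches), complex I (-0.206, against -0.00645) and ATP synthase and V-ATPase (-0.165, against -0.0577). With 20-bin controls, 2 of 9 sets passed in place of 0. These were cytosolic ribosomal proteins (-0.0606) and ATP synthase and V-ATPase (-0.0620), both with an adjusted p of 0.0352 and a higher score in CPM. The difference of UMI and CPM changed sign for cytosolic ribosomal proteins when thinned cells replaced CPM (0.0191), and for mitochondrial ribosomal proteins when thinned (0.0190) and in the aggregate (0.00198). It also did so for complex I when thinned (0.0145) and without batch 5 (range without a batch -0.0159 to 0.00258), the proteasome in the aggregate (-0.0333), RNA polymerase and mediator without batch 1 (range without a batch -0.00267 to 0.0202), and postsynaptic genes when thinned (-0.00845) and in the aggregate (-0.0271). For potassium channels it did so with 20-bin controls (-0.00447), when thinned (-0.0115) and without batches 2, 3, 5 or 7 (range without a batch -0.00639 to 0.0165).

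Depth limits these values: 23 of 126 cells held fewer than 10000 UMI and 10 fewer than 5000, and thinned networks leave these out.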

Differences from the paper's values

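All alternatives named in this part were set before the data were examined.

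For the ratio of the aggregate SD to random, the paper's value for UMI is 2.1 and the value here is 1.33. It does not differ by more than 1.5 times over genes with at least 1 UMI in every batch (1.68), over genes non-zero in more than 50% of both cell types (1.4995), with undefined correlations at rank 0 (1.97) or against networks permuted keeping ties (1.74). It does against gene labels permuted in 20 bins of expression (1.02), with cells thinned to 10000 UMI (0.632) and without any 1 batch (1.20 to 1.33). The paper's value for CPM is 1.8 and the value here is 0.796. Of the alternatives, only undefined correlations at rank 0 (1.77) come within that range. Genes with at least 1 UMI in every batch (1.05), genes non-zero in more than 50% of both cell types (1.03), permutation keeping ties (1.04), gene labels permuted in bins (1.01) and leaving out a batch (0.777 to 0.809) do not.

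For networks of part of the data the paper gives a range of 1.4 to 1.6. For binary networks the value here is 0.973, which is within 1.5 times of 1.4 and not of 1.6. It comes within 1.5 times of both over genes with at least 1 UMI in every batch (1.09), at rank 0 (1.57) and keeping ties (1.36), and of 1.4 only over genes non-zero in more than 50% of both cell types (1.03), with labels permuted in bins (1.01) and without batch 1, 5, 6, 7 or 8 (0.940 to 0.985). Without batch 2, 3 or 4 (0.898 to 0.914) it comes within neither. For UMI excluding zeroes it is 0.920, within 1.5 times of neither, and 1.47, 1.39, 1.28 and 1.64 over genes with at least 1 UMI in every batch, over genes non-zero in more than 50% of both cell types, at rank 0 and keeping ties, which come within that range of both. Labels permuted in bins (1.01) do so for 1.4 only, and a minimum of 5 cells (0.859) and leaving out a batch (0.8004 to 0.925) for neither. For CPM excluding zeroes it is 0.672, within 1.5 times of neither, and rank 0 (1.39) comes within that range of both. Genes with at least 1 UMI in every batch (1.06), genes non-zero in more than 50% of both cell types (1.05), permutation keeping ties (1.05) and labels permuted in bins (1.01) do so for 1.4 only, and a minimum of 5 cells (0.524) and leaving out a batch (0.643 to 0.686) for neither. The paper's methods set undefined correlations to 0 and describe genes without a defined correlation as having a node degree of 1.

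For the Jaccard index of UMI and CPM, the paper's value is 0.03 and the value here is 0.0139. None of the top 0.5% (0.0143), the top 5% (0.0462), networks of the filtered genes only (0.0173) or leaving out a batch (0.0157 to 0.0184) comes within 1.5 times of it. For UMI and binary networks the paper's value is 0.01 and the value here is 0.000312. The top 0.5% (0.000247), the top 5% (0.00251), networks of the filtered genes only (0.00204) and leaving out a batch (0.000169 to 0.00159) do not come within the range.

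The paper states that all aggregates are wider than random networks. Of the 5 inputs, UMI (1.33) is here and binary (0.973), UMI excluding zeroes (0.920), CPM (0.796) and CPM excluding zeroes (0.672) are not. With undefined correlations at rank 0, or against networks permuted keeping ties, all 5 are above 1. The paper places CPM replicability close to that of UMI, and here the 2 ratios differ by 0.534, which is 0.419 to 0.519 without a batch. With undefined correlations at rank 0 the ratios are 1.97 and 1.77, closer to each other and to the paper's 2.1 and 1.8, and against networks permuted keeping ties they are 1.74 and 1.04. The paper holds that CPM adds co-variation, above all among low expressing genes. With each gene permuted over cells, division added correlation here in all 10 deciles, least in the lowest (0.000528) and most in the highest (0.370). Permutation also breaks the link of counts to cell totals, so this order need not hold in the data. There, the mean CPM correlation was 0.0927 to 0.127 in deciles 1 to 4 and 0.0337 to 0.0485 in deciles 8 to 10. CPM values were thus higher among low expressing genes, which is the order the paper describes. In the data CPM had a mean correlation of 0.0927 in the lowest decile, below that of UMI (0.105) and above that of UMI thinned to 10000 per cell (0.0397). The comparison with UMI alone does not measure what division adds. The paper describes a negative relation of UMI and CPM node degree among highly expressed genes, and the correlation here is -0.0105 over the upper genes of the filtered set and 0.177 over the upper genes of all genes. The paper puts the overlap of binary networks with all others below a limit, and that with CPM was 0.0450 here, a difference from the limit of 0.03 within the spread between batches. It was above the limit under every alternative, within the spread with the top 0.5% (0.0379) and without a batch (0.0434 to 0.0636), and beyond it with networks of the filtered genes only (0.0774) and with the top 5% (0.112).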

Other observations

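The tests in this part that were planned before the data were examined are the thinning of UMI networks, the permutation of counts before division, the permutation of gene labels in bins, the splits of the batches and the gene families. All others (redrawn molecules, dispersion, genes missing from a batch, Xist, rank 0 detection, pairs of batches, transcript length, and thinning within the genes of at least 50% of cells, and gene families against 20-bin controls in single networks) were chosen after the results were seen. Some criteria for reading them were also set or tightened after the values were seen.

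Gene and cell totals. Giving every molecule of a batch to one of its cells at random, at the same gene and cell totals, left 103% of the aggregate SD for UMI and 103% for binary networks, where random permutation that keeps ties left 57.5% and 73.4%. The mean correlation of batch networks was 0.312 for UMI after redrawing, against 0.281. The node degree correlation was 0.848 after redrawing, against 0.779. The totals alone may therefore give these measures of replicability and topology in UMI networks, and the SD in binary ones, which is not evidence that no regulation is present. Permuting gene labels within 20 bins of expression left 98.4% of the SD for UMI, in line with expression level as the main source of the width. For CPM, redrawing left 99.01% and permuted labels 98.7%, but random permutation that keeps ties already left 96.2%, so for CPM these tests leave both explanations open.

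Undefined correlations at rank 0. When the ranks of the defined pairs were replaced by random ones, 99.8% of the aggregate SD remained for CPM, 96.5% for binary and 89.3% for UMI networks. Under that setting, which genes each batch detects may account for the width of CPM and binary aggregates. For UMI this and the defined correlations cannot be told apart, since both add to the SD.

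Depth and node degree. Thinned to 10000 UMI, the node degree correlation was 0.586, which argues against depth differences between cells as the whole source. With the thinned molecules redrawn it was 0.745, so gene totals at equal depth may give such a value. Within the genes of at least 50% of the cells of every batch it was 0.0912 after thinning, against 0.794, with batch 6 at 0.4662 and the other batches between -0.111 and 0.104. Depth differences may account for the relation among these genes.

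Division by the cell total. After each gene was permuted over cells, division raised the mean correlation of the lowest decile by 0.000528, and that of the highest decile by 0.370. CPM in the data was at 0.0927 in the lowest decile. Division of small counts unrelated to the cell totals would thus give little of this value. Permutation also breaks the link of counts to cell totals, and in the highest decile CPM in the data was at 0.0456. What division adds among low expressing genes in the data therefore stays open. Thinned UMI were at 0.0397 in the lowest decile, and thinning also lowers the counts and leaves out cells, so what keeps CPM above them stays open. The criterion set before the data were examined, a rise over UMI after permutation, was narrowly met (exact sign-flip permutation test, p = 0.0156). A requirement of more than 50% of the observed value was added afterwards.

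Cell types. Mean similarity of UMI batch networks, here the rank correlation over pairs of the 3924 genes non-zero in more than 50% of both cell types where 0.281 above is over all gene pairs, was 0.177 ± 0.0494 within and 0.180 ± 0.0445 between cell types (SD over pairs of batches), and 21 of 35 splits gave a difference as large, so chance cannot be excluded for this measure. For CPM the difference was 0.00165 (4 of 35 splits, exact permutation p = 0.114), and for the Jaccard index of the top 1% of UMI connections it was 0.00558 (1 of 35 splits, exact permutation p = 0.0286), without adjustment over the 3 measures. The Jaccard index of ChC pairs was 0.0317 to 0.0366, around the mean of 0.0341 between cell types. Pv pairs among batches 5, 6 and 8 were at 0.0513 to 0.0586, and Pv pairs with batch 7 at 0.0331 to 0.0388. The Jaccard difference thus rests on batches 5, 6 and 8, and the splits do not keep the batches of an animal together. For expression with batches as samples, 1 of 35 splits gave as many genes as the 6 found, which excludes chance only for batches taken as independent. With animals kept whole, all 3 splits, the true one included, gave 0 genes, so chance between animals is not excluded, and cell type, mouse line and flow cell stay confounded. Of the 16531 genes with any count, 355 lay higher in all ChC batches and 170 higher in all Pv batches. For batches taken as independent, chance gives at most 1.43% in each direction. A gene without a UMI in batches of both cell types cannot separate, and only 6085 genes had a UMI in every batch. The chance share over all genes is thus lower, and it was not computed.

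Gene families. In UMI networks, 4 of the 9 sets scored above controls matched on expression quartiles by more than the SD over batches, and 3 of these 4 did so with controls matched on 20 bins of expression. For mitochondrial ribosomal proteins (0.0592 ± 0.0263 above 20-bin controls) and complex I (0.0490 ± 0.0392) this argues against expression level alone, with higher scores in 8 of 8 batches under both kinds of controls (SD, n = 8; adjusted exact p = 0.0352 with 20-bin and 0.0234 with quartile controls). The proteasome passed with quartile controls (0.0377 ± 0.0292, adjusted exact p = 0.0234), but with 20-bin controls it was at 0.0314 ± 0.0302, higher in 6 of 8 batches with an adjusted exact p of 0.0703. Cytosolic ribosomal proteins passed with 20-bin controls only (0.0560 ± 0.0482, 7 of 8 batches, adjusted exact p = 0.0469), and were at 0.0574 ± 0.0624 with quartile controls (adjusted exact p = 0.0844). These 2 sets stay open, as do RNA polymerase and mediator (0.0302 ± 0.0353 above 20-bin controls) and the others. In CPM networks 3 of 9 sets passed with quartile controls: cytosolic ribosomal proteins at 0.118 ± 0.0158 (8 of 8 batches, adjusted exact p = 0.0352), mitochondrial ribosomal proteins at 0.0740 ± 0.0307 (8 of 8, adjusted exact p = 0.0352) and ATP synthase and V-ATPase at 0.0599 ± 0.0495 (7 of 8, adjusted exact p = 0.0469, and 0.0527 with 20-bin controls). After redrawing, cytosolic ribosomal proteins were at -0.0222 ± 0.0790 in CPM networks with quartile controls (SD, n = 8), so totals do not give their score. Mitochondrial ribosomal proteins were at 0.0225 ± 0.0692 there, and ATP synthase and V-ATPase at -0.0180 ± 0.0938. In UMI networks, redrawing left mitochondrial ribosomal proteins at 0.0268 ± 0.0308 with quartile controls, against 0.0598 in the data. Totals may therefore give part of that score. Complex I was at -0.0166 ± 0.0402 in redrawn UMI networks. These tests take the 2 batches of an animal as independent and were not repeated over animals. By the difference of UMI and CPM over batches, 0 of 9 sets passed. In aggregates, which have no replicates, cytosolic ribosomal proteins had an AUROC of 0.474 for UMI and 0.884 for CPM, a difference above controls of -0.253.

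Batches of an animal. Within a batch, the median dispersion between cells was 1.07 ± 0.0772 (SD, n = 8), where 1 is counting noise and redrawn counts gave 0.939 ± 0.0136 (SD, n = 8). For the 5% of genes with most UMI it was 1.55 ± 0.259 (SD, n = 8), which argues against molecules shared out wholly at random. Between the 2 batches of an animal the mean over genes was 72.2 ± 21.9 (SD, n = 4), against 1.23 ± 0.142 (SD, n = 8) between cells of a batch, which argues against the draw of cells into batches. On average 31.7% of genes were more than 4-fold apart. Transcript length is argued against by correlations of at most 0.0512 in animals 1 to 3. In animal 4, 17.9% of genes were still more than 4-fold apart after the length trend was removed, against 19.7% before. A candidate explanation is that cells were pooled early within a batch, with loss and uneven amplification of single transcripts shared by its cells, and some exchange of molecules between cells. Cells that are alike within a batch stay open, and no biological explanation was tested.

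Genes missing from a batch. In all 8 batches together, 2303 times a gene was missing from every cell of 1 batch and found in at least 50% of the cells of most other batches. Redrawing molecules over all cells gave 2 such cases, which argues against depth. The other batch of the same animal detected 78.6% of them, which argues against an animal that lacks the transcript for that share, and the rest stay open.

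Xist in batch 6. No cell of batch 6 had a Xist UMI, where 142 would be expected at the rate of batch 5 of the same animal, in which 16 of 16 cells had it. Loss from the whole batch may account for it, since 29 other genes found in at least 50% of the cells of every other batch were missing as well. A male animal cannot be told apart from this by Ddx3y, Eif2s3y and Uty, at 20.9 CPM of the batch's UMI total, without scaling between batches, where other batches had 23.8 to 50.5. Kdm5d, chosen like these after its values were seen, had 25 UMI in 10 of 15 cells of batch 6 (58.0 CPM). It had 71 UMI in 11 of 16 cells of batch 3 (28.9 CPM), which has Xist. Every other batch had 0 or 1 UMI of Kdm5d, with 0 in batch 5 of the same animal. Zfy1 was also highest in batch 6, with 9 UMI in 2 of 15 cells (20.9 CPM, other batches 2.51 to 15.8). Usp9y was not, at 6.96 CPM in batch 6 and 8.99 CPM in batch 2.

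Depth across batches. Mean UMI and the UMI node degree correlation had Pearson's r = 0.840 over 8 batches (exact permutation p = 0.00233, adjusted 0.00990 over 6 relations) and Spearman's rho = 0.833 (exact permutation p = 0.0154, adjusted 0.0308). Without batches 3 and 4 r was 0.676 (exact permutation p = 0.124), so the relation rests in part on them. Without these batches rho was 0.600 (exact permutation p = 0.242). Within cell types, over 4 batches each, r was 0.871 (ChC) and 0.862 (Pv), and rho was 1 and 0.4. The SD of log2 UMI between the cells of a batch and the same node degree correlation had r = 0.6302 (exact permutation p = 0.0963, adjusted 0.115) and rho = 0.619 (exact permutation p = 0.115, adjusted 0.115). Without batches 3 and 5 r was 0.342 (exact permutation p = 0.468), and within cell types it was 0.421 (ChC) and -0.556 (Pv), with rho at 0.4 and -0.8, so no relation with the spread of depth was found over batches.

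Table S4. In the paper's own values, autism gene performance and mean expression had r = 0.521 (permutation p = 0.0278) and rho = 0.484 (permutation p = 0.0446) over 18 postnatal networks, and r = 0.150 (permutation p = 0.577) over 16 prenatal networks. Without the postnatal network of lowest expression r was 0.496 (permutation p = 0.0439) and rho was 0.436 (permutation p = 0.0827), which is no longer past 0.05.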
